# Coordinating meiotic prophase I progression and early oocyte differentiation

**DOI:** 10.1242/dev.205203

**Published:** 2026-04-13

**Authors:** Kimberly M. Abt, Myles A. Bartholomew, Anna E. K. Nixon, Hanna E. Richman, Megan A. Gura, Kimberly A. Seymour, Richard N. Freiman

**Keywords:** Meiosis, Oogenesis, Transcription, Ovarian reserve, Fetal oocyte attrition, Female infertility

## Abstract

Female reproductive senescence results from the regulated depletion of a finite pool of oocytes called the ovarian reserve. This pool of oocytes is initially established during fetal development, but the oocytes that it consists of must remain quiescent for decades until they are activated during maturation in adulthood. In order for developmentally competent oocytes to populate the ovarian reserve, they must successfully initiate both meiosis and oogenesis. As the factors that regulate the timing and fidelity of these early events remain elusive, we assessed the precise function and timing of the transcriptional regulator TAF4b during meiotic prophase I progression in mouse fetal oocytes. Compared to matched controls, E14.5 *Taf4b*-deficient oocytes enter meiosis I in a timely manner; however, their subsequent progression through the pachytene-to-diplotene transition of meiotic prophase I is compromised. Moreover, this disruption of meiotic progression is associated with the reduced ability of *Taf4b*-deficient oocytes to repair double-strand DNA breaks. Transcriptional profiling of *Taf4b*-deficient oocytes reveals that between E16.5 and E18.5 these oocytes fail to properly coordinate the reduction of meiotic gene expression and the activation of oocyte differentiation genes.

## INTRODUCTION

The formation of a functional ovarian reserve during embryonic development is essential to female fertility in adulthood (Grive and Freiman, 2015). This finite pool of gametes will be continually depleted throughout the reproductive lifespan of females until the onset of menopause, which occurs, on average, at 50±4 years of age. Onset of menopause before 40 years of age is considered premature, and this leads to infertility as well as an increased risk of mortality (van Noord et al., 1997). Premature menopause is clinically defined as primary ovarian insufficiency (POI), but the cause of infertility cannot be determined in most cases. Individuals with POI display a diminished ovarian reserve measured by reduced serum anti-Mullerian hormone (AMH) levels, but the timing and mechanisms of this fertility deficit remain unknown (Cordts et al., 2011; Cox and Liu, 2014; Nelson, 2009; Ruth et al., 2021). POI also disrupts key endocrine functions of the ovary, and this has detrimental effects on the health of extra-ovarian organs, including the bones, heart and brain (Rossetti et al., 2017). Defective ovarian reserve establishment is a likely contributor to the onset of POI, but the molecular mechanisms that govern this fundamental process are still being uncovered.

The initiation of meiosis and early oogenesis are two of the most crucial processes that must occur during the establishment of the ovarian reserve (Grive and Freiman, 2015). Oocytes are first formed during fetal development in cysts that break down to produce individual primordial follicles that consist of a single dictyate-arrested oocyte surrounded by a flattened layer of pre-granulosa cells (Pepling, 2012). These primary oocytes can be arrested for decades until after puberty, when ovulation triggers the completion of meiosis I and fertilization promotes the completion of meiosis II (Bolcun-Filas and Handel, 2018; Cohen and Holloway, 2015). The major developmental events of early oogenesis, such as cyst breakdown and fetal oocyte meiosis I arrest, are conserved between mice and humans. Thus, dissecting conserved genetic pathways underlying the embryonic development of the initial ovarian reserve between the mouse and human ovary is crucial to developing better tools to detect a reduction of the ovarian reserve. These insights are key for devising novel strategies to preserve declining fertility and endocrine functions in individuals with POI.

TATA-box binding protein associated factor 4b (TAF4b) was originally identified as a gonadal-enriched subunit of the TFIID transcription initiation complex and a paralog of TAF4a in the mouse genome (Freiman et al., 2001). Adult female *Taf4b*-deficient mice model crucial aspects of POI in women, such as elevated serum levels of follicle stimulating hormome (Lovasco et al., 2010). TAF4b is crucial for development of a healthy ovarian reserve in the mouse embryonic ovary, and *Taf4b*-deficient mice have a reduced number of primordial follicles immediately after birth (Grive et al., 2014). Furthermore, genes and pathways whose expression depends on TAF4b in oocytes significantly overlap those disrupted in Turner syndrome and Fragile X-associated POI (FX-POI), two prominent genetic examples of POI (Gura et al., 2022). In the mouse, we determined that *Taf4b* mRNA and protein are consistently enriched in the germ cells of the embryonic ovary compared to the somatic cells from embryonic day (E)11.5 to E18.5 (Gura et al., 2020). We further demonstrated that *Taf4b* mRNA expression significantly increases during meiotic differentiation, as do other alternative TFIID genes, including *Taf7l* and *Taf9b* (Gura et al., 2020)*.* Most recently, we identified 570 TAF4b occupancy peaks using CUT&RUN in E16.5 mouse oocytes, of which 94% were located in the core promoter region just upstream of the transcription start site (TSS). Importantly, TAF4b peaks were identified in a large number of crucial meiotic, oogenesis and POI-related gene promoters, including *Fmr1* and *Dazl* (Gura et al., 2022).

It is still unknown if and how meiotic events and oocyte differentiation are coordinated to establish a healthy ovarian reserve. A seminal study by Dokshin et al. in 2013 concluded that meiosis and oocyte growth and differentiation are genetically separable events in the mouse (Dokshin et al., 2013). As the progression of prophase I and oocyte differentiation overlap, it would be intriguing to find a common regulator of both processes. Meiotic prophase I is a complex process that occurs semi-synchronously in the mouse ovary from E14.5 to postnatal day (P) 3 and can be broken down into five substages (leptonema, zygonema, pachynema, diplonema and dictyate) based on the cytological appearance of the oocyte chromosomes (Cohen et al., 2015). Here, we show that both *Taf4b* mRNA and protein are enriched during the pachytene stage of meiotic prophase I in fetal oocytes. While *Taf4b*-deficient oocytes are able to initiate meiosis I in a timely fashion, their subsequent progression is delayed and they largely fail to progress from pachynema to diplonema. Meiotic progression delays in the absence of TAF4b are coincident with increased RAD51 and γH2AX DNA damage foci, suggesting that elevated levels of DNA damage underlie the excessive loss of these oocytes shortly after birth. Surprisingly, we observed that most *Taf4b*-deficient oocytes reached pachynema at E18.5, allowing us to compare gene expression of FACS-sorted control versus *Taf4b*-deficient pachynema-enriched oocytes. At this timepoint, we discovered that *Taf4b*-deficient oocytes display increased expression of meiotic genes and decreased expression of oocyte differentiation genes compared to controls. Together, these data suggest that TAF4b may coordinate the timely reduction of meiotic genes and upregulation of oogenesis genes required to establish a robust ovarian reserve. Although these two pathways are genetically separable, it is of great interest if a single transcriptional regulatory factor, TAF4b, simultaneously integrates both crucial functions.

## RESULTS

### TAF4b expression is enriched during pachynema in female germ cells

*Taf4b* mRNA is enriched in female germ cells shortly after meiotic initiation, which led us to examine whether TAF4b is enriched at a particular substage of meiotic prophase I. To accomplish this, we integrated multiple publicly available single cell RNA-sequencing (scRNA-seq) datasets that spanned ovarian reserve establishment in the mouse from meiotic initiation to primordial follicle formation. To perform the dataset integration, we reprocessed four datasets listed in Fig. 1A, three of which performed scRNA-seq on whole ovaries and one of which performed scRNA-seq on Oct4-GFP^+^ oocytes (Ge et al., 2021; Niu and Spradling, 2022; Wang et al., 2020a; Zhao et al., 2020). We first generated a merged Seurat object of all cells from each dataset. We then selected for high-quality cells based on parameters defined in Fig. S1A,B. We used Monocle3 to perform initial dimensionality reduction, and found that the majority of Oct4-GFP^+^ oocytes from GSE130212 clustered with *Dazl-* and *Ddx4*-positive germ cells obtained from the three scRNA-seq datasets on whole ovaries (Fig. S1C,E,F). Lastly, germ cells isolated at similar timepoints from different datasets clustered together, suggesting the integration was successful (Fig. S1D).

**Fig. 1.**
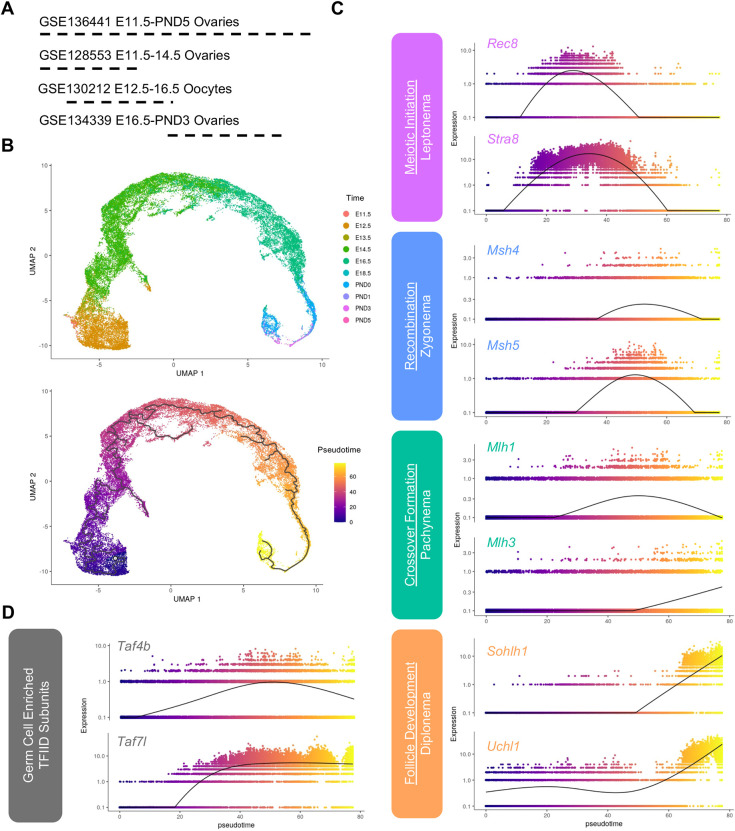
**Integration of scRNA-seq data from oocytes during ovarian reserve establishment.** (A) Schematic of datasets used for integration. (B) Uniform manifold approximation and projection (UMAP) of female germ cells colored by time (top panel) and pseudotime (bottom panel). (C) Expression of candidate genes plotted in terms of pseudotime. Colors of gene labels indicate the approximate stage of prophase I. (D) Expression of germ cell-enriched TFIID components plotted in terms of pseudotime.

Given the majority of *Ddx4-* and *Dazl*-positive cells clustered together in partition 1 (Fig. S1G), this subset of cells was used for our downstream pseudotime analysis (Fig. 1B). We found that our pseudotime analysis successfully recapitulated gene expression changes that occur throughout prophase I and that chronological time points align well with pseudotime in the UMAP (Fig. 1B,C). For example, expression of *Stra8*, which is a master regulator of meiotic initiation, peaks at the beginning of the pseudotime course (Anderson et al., 2008). *Rec8*, a cohesin protein that supports DNA replication prior to meiosis, peaks at a similar point along the pseudotime trajectory (Dokshin et al., 2013). Expression of genes required for recombination (*Msh4* and *Msh5*) and crossover formation (*Mlh1* and *Mlh3*) peak after meiotic initiation (Bolcun-Filas and Handel, 2018). Furthermore, expression of oocyte-enriched genes that are required for primordial follicle survival, such as *Sohlh1* and *Uchl1*, peak at the end of the pseudotime trajectory (Niu and Spradling, 2022; Pangas et al., 2006; Woodman et al., 2022). We then evaluated the pseudotime trajectory of two germ cell-enriched components of the TFIID complex: *Taf4b* and *Taf7l* (Gura et al., 2020). Expression of both increased in the section of the pseudotime trajectory enriched for zygotene and pachytene markers, including *Msh4*, *Msh5*, *Mlh1* and *Mlh3*, consistent with these stages of meiotic prophase I (Fig. 1C,D).

To determine whether TAF4b protein is enriched in pachynema, we performed quantitative immunofluorescence on prophase I chromatin spreads isolated from E16.5 and E18.5 ovaries. Preparing chromatin spreads from fetal ovarian tissue allows us to both identify meiotic germ cells and characterize their substage based on the configuration of synaptonemal complex protein 3 (SYCP3) (Grive et al., 2016; Hwang et al., 2018). By staining chromatin spreads for TAF4b and DAPI, in addition to SYCP3, we were able to use a recently published method to quantify the amount of TAF4b present relative to the DNA content of the cell in oocytes at specific stages of prophase I (Alexander et al., 2023). In E16.5 wild-type mice, we found oocytes in leptonema, zygonema or pachynema, and we observed that the staining pattern of TAF4b is diffuse throughout the chromatin spreads at each stage (Fig. 2A). To validate our TAF4b antibody is specific in this assay, we performed immunofluorescence on prophase I spreads isolated from wild-type (*Taf4b^+/+^*) and *Taf4b*-deficient (*Taf4b^−/−^*) mice at E18.5, and we detected high levels of TAF4b signal in wild-type oocytes, but not in our *Taf4b^−/−^* spreads (Fig. S2). By measuring fluorescence intensity of TAF4b in E16.5 chromatin spreads from wild-type mice, we found that its expression is significantly higher in pachytene oocytes even though it is present at all stages observed, which agrees with our findings from the scRNA-seq integration (Fig. 2B). We performed a similar analysis in wild-type oocytes at E18.5, and we found that TAF4b expression is significantly higher in pachytene versus diplotene oocytes (Fig. 2C,D). Together, these data suggest that expression of *Taf4b* mRNA and protein are highest in pachytene oocytes during ovarian reserve establishment.

**Fig. 2.**
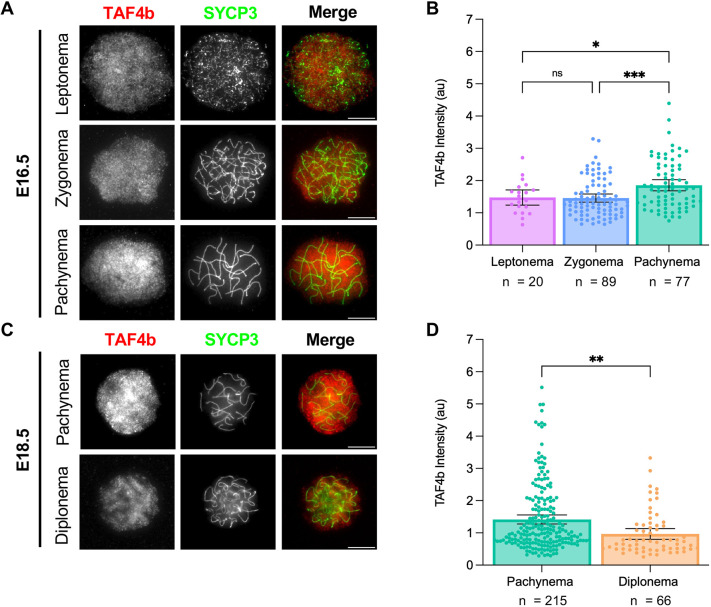
**TAF4b is enriched in pachytene oocytes at E16.5 and E18.5.** (A,C) Prophase I chromatin spreads were prepared from wild-type ovaries at E16.5 and E18.5 using the drying down technique. Images of oocytes stained with TAF4b (red) and SYCP3 (green) at each prophase I stage present at E16.5 (A) or E18.5 (C). Scale bars: 10 μm. (B,D) Quantification of TAF4b signal intensity in oocytes grouped by stage at E16.5 (B) or E18.5 (D). au, arbitrary units. Spreads were collected from three animals at E16.5 and four animals at E18.5. *n* refers to the number of spreads used in analysis. Data are mean±s.e.m. Dots represent individual spread results. Statistical significance for stage-specific comparison at E16.5 (C) was determined using an ordinary one-way ANOVA with multiple comparisons. For E18.5 samples (D), an unpaired two-tailed *t*-test was used. ns, not significant; *P<0.05, **P<0.01, ***P<0.001.

### *Taf4b* deficiency does not impede meiotic initiation at E14.5

Although Taf4b expression peaks during pachynema, both *Taf4b* mRNA and protein are detectable during earlier stages of meiotic prophase I, raising the possibility that *Taf4b* may function during meiotic initiation. To test whether entry into meiosis is perturbed in the absence of *Taf4b*, we examined fetal ovaries at E14.5, a developmental time point corresponding to initiation of meiotic S phase in mouse oocytes.

Ovarian tissue sections from E14.5 *Taf4b*^+/+^ and *Taf4b^−/−^* embryos were immunostained for germ cell nuclear antigen (GCNA) to mark germ cells and STRA8, as a marker of meiotic entry. We quantified the density of GCNA-positive germ cells and STRA8-positive cells by normalizing cell counts to the DAPI-positive ovarian area. At E14.5, *Taf4b*^+/+^ and *Taf4b^−/−^* ovaries were indistinguishable, with no significant differences in total germ cell density or in the proportion of STRA8-positive cells between genotypes (Fig. 3A-D). These findings are consistent with our previous bulk RNA-seq analysis of E14.5 Oct4-GFP^+^ oocytes isolated from *Taf4b^+/+^* and *Taf4b^−/−^* ovaries, which found little to no differential gene expression between the two genotypes at this timepoint (Gura et al., 2022). Together, these histological and transcriptomic analyses demonstrate that meiotic initiation, defined here as entry into the meiotic program prior to leptotene, occurs normally in the absence of *Taf4b*.

**Fig. 3.**
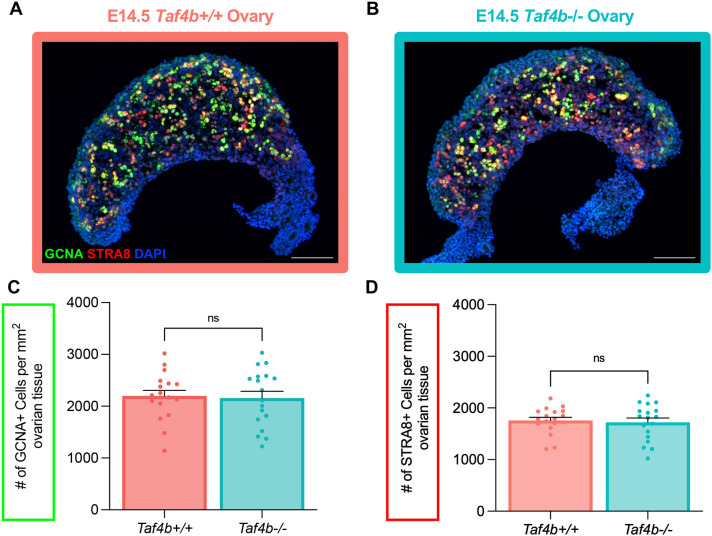
***Taf4b^−/−^* ovaries initiate meiosis normally at E14.5.** (A,B) Images of E14.5 *Taf4b^+/+^* (A) and *Taf4b^−/−^* (B) ovary sections stained with GCNA (green) as a marker of total germ cells, STRA8 (red) as a marker of meiotic germ cells and DAPI (blue) as a marker of cell nuclei. Scale bars: 100 μm. (C,D) Quantification of GCNA (C) or STRA8 (D) cell density of tissue sections per genotype. Cell density was calculated by dividing the number of positively marked cells by the area of the tissue section. Sections were collected from three E14.5 ovary pairs per genotype. Data are mean±s.e.m. Each dot represents the number of positive oocytes counted in a single ovarian section. Statistical significance for genotype comparisons was determined using an unpaired two-tailed *t*-test. ns, not significant.

### *Taf4b*-deficient oocytes experience delayed meiotic prophase I progression

While E14.5 germ cells can initiate meiosis properly in the absence of *Taf4b*, we questioned whether there was a delay in prophase I progression in TAF4b-deficient embryonic oocytes. To further examine the precise timing of prophase I progression in *Taf4b^−/−^* oocytes prior to and immediately after birth, we prepared chromatin spreads from three *Taf4b^+/+^* and *Taf4b^−/−^* mice at E16.5 and E18.5, as well as at P0 and stained for SYCP3 to determine the proportion of oocytes in each substage of prophase I. We isolated 50-100 spreads per animal and then performed a Chi-squared test to determine whether there was a significant difference in the percentage of oocytes at each stage between the two genotypes. At E16.5, *Taf4b^−/−^* spreads oocytes do not reach pachytene as efficiently as wild-type controls (Fig. 4A). Intriguingly, the majority of *Taf4b^−/−^* oocytes reach pachynema by E18.5, but ∼20% of *Taf4b^−/−^* germ cells remain in zygonema, whereas a similar percentage of *Taf4b^+/+^* oocytes have proceeded to diplonema (Fig. 4A). By P0, most *Taf4b^+/+^* oocytes are in diplonema, but 80% of *Taf4b^−/−^* germ cells remain in pachynema (Fig. 4A). Together, these data indicate that *Taf4b^−/−^* oocytes are unable to progress through prophase I in a timely manner and are largely stalled in pachynema at P0.

**Fig. 4.**
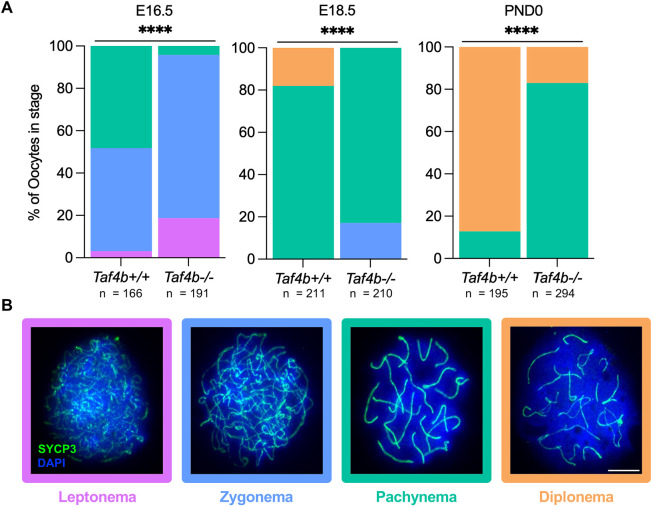
***Taf4b^−/−^* ovaries experience delays in prophase I progression at E16.5, E18.5 and postnatal day 0**. (A) The proportion of *Taf4b^+/+^* and *Taf4b^−/−^* chromatin spreads found at each substage of prophase I at E16.5, E18.5 and postnatal day 0. Substage was determined by spatial configuration of SYCP3 and representative images of spreads at each stage are shown in B. Spreads were stained with SYCP3 (green) and DAPI (blue). Scale bar: 10 μm. Colors of labels in the stacked bar chart correspond to prophase I stage: leptonema (purple), zygonema (blue), pachynema (teal) and diplonema (orange). Spreads were collected from three animals per genotype at each timepoint. *n* refers to the number of spreads analyzed per stage. Representative images of zygonema and diplonema in B are also shown in Fig. 5B,F. Statistical significance was calculated using a Chi-square test; ****P<0.0001.

**Fig. 5.**
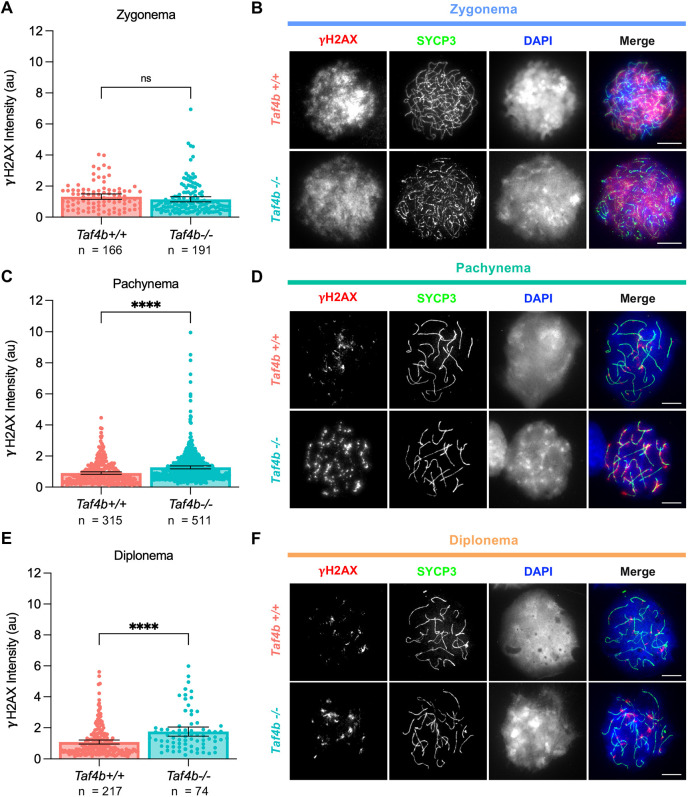
***Taf4b^−/−^* oocytes have elevated levels of γH2AX during pachynema and diplonema.** (A,C,E) Quantification of γH2AX intensity in chromatin spreads during zygonema (A) pachynema (C) and diplonema (E). Spreads were pooled from three E16.5, E18.5 and P0 mice per genotype. *n*, the number of spreads analyzed; au, arbitrary units. (B,D,F) Images of spreads stained with γH2AX (red), SYCP3 (green) and DAPI (blue) from each genotype during zygonema (B), pachynema (D) and diplonema (F). Scale bars: 10 μm. Data are mean±s.e.m. Dots represent individual spread results. The *Taf4b*^+/+^ images in B and F are also shown in Fig 4B. Statistical significance for stage-specific comparisons was determined using an unpaired two-tailed *t*-test. ns, not significant; ****P<0.0001.

### *Taf4b^−^*^/−^ oocytes have persistent DNA damage during pachynema and diplonema

During fetal development and early postnatal life, there is a significant amount of fetal oocyte attrition (FOA) in the mammalian ovary, likely driven by quality control processes that eliminate defective germ cells and consequently ensure the survival of the highest quality oocytes (Grive, 2020; Grive and Freiman, 2015; Hunter, 2017). Errors in prophase I, such as persistent DNA damage and chromosomal asynapsis, are known triggers of excessive FOA (Di Giacomo et al., 2005; Huang and Roig, 2023; Ravindranathan et al., 2022; Rinaldi et al., 2017). We have previously shown that *Taf4b*^−/−^ oocytes have increased levels of asynapsis at E16.5, but it is unknown whether there is excessive DNA damage in the absence of TAF4b (Grive et al., 2016; Gura et al., 2022). To answer this question, we stained prophase I spreads from *Taf4b^+/+^* and *Taf4b^−/−^* with antibody against γH2AX as a marker of unrepaired double strand breaks (DSBs). We pooled spreads from three timepoints (E16.5, E18.5 and P0) and separated spreads by substage in order to compare levels of γH2AX between *Taf4b^+/+^* and *Taf4b^−/−^* oocytes using quantitative immunofluorescence. We found that *Taf4b^+/+^* and *Taf4b^−/−^* oocytes had similar levels of γH2AX intensity during zygonema; however, *Taf4b^−/−^* oocytes have elevated levels of γH2AX intensity during pachynema and diplonema (Fig. 5A-F). We did not compare levels of γH2AX intensity between *Taf4b^+/+^* and *Taf4b^−/−^* oocytes in leptonema because there are not sufficient numbers of *Taf4b^+/+^* oocytes in this stage at the timepoints analyzed. We also quantified the number of RAD51 foci in *Taf4b^+/+^* and *Taf4b^−/−^* oocytes at E16.5 to evaluate single strand invasion during homologous recombination. We found a similar number of RAD51 foci in *Taf4b^+/+^* and *Taf4b^−/−^* oocytes during leptonema as well as zygonema (Fig. S3A-D). However, in *Taf4b^−/−^* pachytene oocytes, we observed an increased number of RAD51 foci compared to *Taf4b^+/+^* (Fig. S3E,F). These data suggest that levels of DNA damage are normal in *Taf4b^−/−^* oocytes during the initial stages of prophase I, but that they remain elevated and persistent during pachynema and diplonema, when wild-type oocytes are completing DNA repair. This is consistent with our findings that *Taf4b^−/−^* oocytes largely initiate prophase I similarly to controls, but are not able to progress to later stages in a timely manner.

### TAF4b promotes the pachytene-diplotene transition in E18.5 oocytes

As *Taf4b* mRNA expression is enriched in pachynema and *Taf4b^−/−^* oocytes remain in this stage for an extended period of time before they are culled, it is essential to understand what genes are regulated by TAF4b at this meiotic sub-stage. 

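Oocytes carrying Oct4-EGFP, a transgene that makes germ cells fluoresce green, were sorted from the ovary pairs of 5 *Taf4b+/+*, 5 *Taf4b+/-* and 5 *Taf4b-/-* embryos at E18.5, and each pair gave 1 RNA-seq library. The cDNA was made and amplified with the SMART-Seq HT kit, cut and tagged with Nextera XT and sequenced as paired reads. The authors trimmed the reads with Trim Galore, aligned them to GRCm38 with HISAT2 and deposited the number of reads that featureCounts assigned to each of 55536 genes, without normalization. The gene identifiers are those of GENCODE release M21, and 5672 of the genes had no count in any library. Between 13539883 and 18177019 reads per library were counted on genes in *Taf4b+/+* (median 17362848), between 13853692 and 18433144 in *Taf4b+/-* (median 16065970) and between 12422827 and 20167512 in *Taf4b-/-* (median 16171967). From these counts, 1 test compared the 5 *Taf4b-/-* libraries with the 10 control libraries of the other 2 genotypes. Counts were scaled by edgeR's TMM method and tested with its quasi-likelihood F test over the 23366 genes that passed its filterByExpr function, with Benjamini-Hochberg adjustment. Genes are counted as DEGs by the paper's thresholds, that is protein-coding, average TPM above 1, adjusted p below 0.05 and an absolute log2 fold change above 0.6. TPM was computed from the counts and the length of each gene's merged exons, and 13270 of the protein-coding genes tested had an average above 1. Levels are given as TMM-scaled CPM with the SD over libraries, and log2 fold changes of *Taf4b-/-* against the controls with their standard error. The paper used the litter as a batch, and litters were not used here. Of the choices made, the fold-change threshold moved the number of DEGs most. The limits on the adjusted p and on the gene type and the libraries included moved it less. The scaling between libraries hardly moved it and changed mainly the share of lower DEGs.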

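*Taf4b* (ENSMUSG00000054321) lies on chromosome 18 of GRCm38 from 14783245 to 14900359, on the forward strand, and contains a processed pseudogene on the same strand with which it could share reads. Its level was 215 ± 28.3 CPM in *Taf4b+/+*, 151 ± 24.6 CPM in *Taf4b+/-* and 89.4 ± 20.5 CPM in *Taf4b-/-* (SD, n = 5 libraries each). Every *Taf4b-/-* library, at 66.3 to 117 CPM, lay below every control library, at 120 to 246 CPM. The log2 fold change was −1.03 (standard error 0.171, edgeR adjusted p = 0.000247). The paper places the mutation in a late exon of the gene, and counts over the whole gene do not tell intact mRNA from mRNA of the mutant allele. It reports high TAF4b staining in wild-type spreads at E18.5 but not in *Taf4b-/-* spreads.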

To accomplish this goal, we performed bulk RNA-seq on sorted Oct4-EGFP^+^ oocytes from five *Taf4b*^+/+^, *Taf4b*^+/−^ and *Taf4b*^−/−^ ovary pairs at E18.5 (cell numbers for each RNA-seq sample can be found in Fig. S4). Although *Taf4b^−/−^* oocytes still display a lag in prophase I progression at E18.5, both *Taf4b^+/+^* and *Taf4b^−/−^* oocytes are largely in pachynema (Fig. 4). We included *Taf4b^+/−^* oocytes in addition to *Taf4b^+/+^* oocytes as controls because we found that *Taf4b^+/−^* fetal oocytes have a slight delay in prophase I progression, even though the adults are fertile (Freiman et al., 2001). 

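In a fit with the 3 genotypes as separate groups, 0 genes met the DEG thresholds between *Taf4b+/-* and *Taf4b+/+*, while 860 genes of every type had an unadjusted p below 0.05. DESeq2's Wald test also gave 0, with 1663 genes at that level. With no filter on low counts before the test, the count was 1, *Dmrtc1c2*, with a log2 fold change of 3.12 and an edgeR adjusted p of 0.000366, a gene named only after its values were seen. The same fit gave 1658 DEGs between *Taf4b-/-* and *Taf4b+/+* and 1141 between *Taf4b-/-* and *Taf4b+/-*. The DEGs of *Taf4b-/-* against all controls were then compared between *Taf4b+/-* and *Taf4b+/+*. The difference of mean log2 CPM between *Taf4b+/-* and *Taf4b+/+* had a median of −0.14 over the genes lower in *Taf4b-/-*. Over the genes higher in *Taf4b-/-* its median was 0.12. In the edgeR fit, the median log2 fold change over all genes tested was 0.017. By that fit, 720 of the lower genes (72.9%) were below 0 in *Taf4b+/-* and 441 of the higher ones (69.1%) were above 0. The distance of 0.25 between the 2 medians was matched by 54 of the 252 ways to assign the 10 control libraries, so it lay inside the spread between control libraries (two-sided exact permutation test, p = 0.214). On simulated counts with no change in *Taf4b+/-*, the same distance was 0.030. These counts were drawn for each gene on its own, with 200 genes changed. They lack the differences between libraries that many genes share, so 0.030 does not measure the distance that chance gives here.

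**Figure D1:**
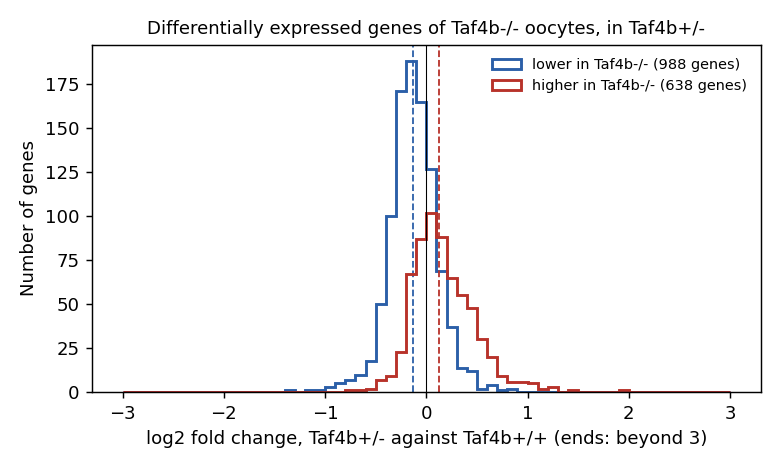
Histogram of the log2 fold change of *Taf4b+/-* against *Taf4b+/+* (x axis; number of genes on the y axis) for the DEGs lower and the DEGs higher in *Taf4b-/-*, with values beyond 3 placed at the ends. Dashed lines mark the medians of the values shown. These values are edgeR fold changes, while the medians of −0.14 and 0.12 in the text are of differences of mean log2 CPM.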

The resulting principal component analysis (PCA) plot shows the *Taf4b*^−/−^ samples clustering together away from both *Taf4b^+/+^* and *Taf4b^+/−^* control samples (Fig. 6A). 

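The counts were transformed with DESeq2's variance-stabilizing function, and the 500 most variable genes were used. The first component held 55.3% of the variance and the second 9.91%. On the first component the *Taf4b-/-* libraries lay between −18.8 and −16.3 and the control libraries between 1.58 and 16.8, a gap of 17.9. The mean score was 6.57 ± 5.65 in *Taf4b+/-* and 11.3 ± 3.88 in *Taf4b+/+* (SD, n = 5 each), a difference inside the spread between libraries (two-sided exact permutation test, p = 0.183). Over all genes that passed the filter on low counts, the first component fell to 24.2% of the variance and still parted *Taf4b-/-* from the controls, with a gap of 29.6. On log2 CPM of the 500 most variable of those genes, the first component, at 35.8%, did not part *Taf4b-/-* from the controls. The second, at 16.3%, did, with a gap of 10.7. With each library left out in turn, the first component of the 500 genes held 51.2% to 59.5%.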

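Of all genes tested, 5853 had an unadjusted p below 0.05 and 3147 an adjusted p below 0.05. After the limits on gene type, TPM and fold change, 1626 genes remained as DEGs. The alternative that moved this count most was a test against a log2 fold change of 0.6 itself (edgeR's glmTreat), which gave 380. DESeq2's Wald test on the same 15 libraries gave 1819, of which 1613 were shared with the 1626 in the same direction. Across the 15 fits that each left out 1 library, the count ran from 1429 without *Taf4b-/-* replicate 4 to 1856 without *Taf4b-/-* replicate 1. The copy of Table S1 used here holds 1428 of the 12877 genes the paper lists in it, with 11449 left out, so no overlap between the lists was computed.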

We identified 1551 differentially expressed genes (DEGs) between *Taf4b*^+/+^ or *Taf4b^+/−^* and *Taf4b^−/−^* oocytes, which were defined as protein-coding, average transcripts per million (TPM)>1, *P*adj<0.05 and log2FoldChange >l0.6 l (Fig. 6B, Table S1). From this list of DEGs, 1070 were decreased (downregulated) and the remaining 481 were increased (upregulated).

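Of the 1626 DEGs, 988 (60.8%) were lower and 638 were higher in *Taf4b-/-*. In 673 of them (41.4%), all 5 *Taf4b-/-* libraries lay outside the range of the 10 control libraries, against 1088 (4.66%) of all genes tested and 0.0666% by chance for 1 gene. The lower count ran from 905 without *Taf4b+/+* replicate 5 to 1092 without *Taf4b+/-* replicate 1. The higher count depended more on single libraries, at 383 without *Taf4b-/-* replicate 5, 418 without *Taf4b-/-* replicate 4 and 845 without *Taf4b-/-* replicate 1.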

**Fig. 6.**
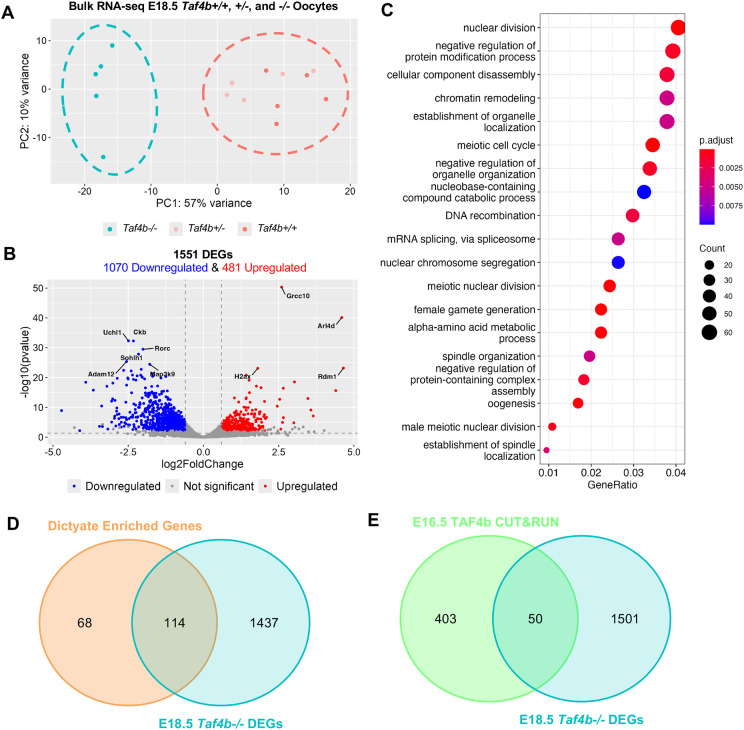
**Bulk RNA-seq of E18.5 *Taf4b^+/+^*, *Taf4b^+/−^* and *Taf4b^−/−^* oocytes.** (A) PCA plot of E18.5 samples labelled based on genotype. Dashed lines outline samples compared in differential gene expression analysis. (B) Volcano plot of differentially expressed genes (protein-coding, *P*adj<0.05; avg TPM>1; log2FoldChange>l0.6 l). The top 10 most significant DEGs are labelled. Dashed lines represent padj and log2FoldChange cutoffs. (C) Dotplot of GO biological process analysis of all 1551 DEGs. (D) Venn diagram of E18.5 *Taf4b^−/−^* DEG list compared with dictyate enriched gene list (Niu and Spradling, 2022). (E) Venn diagram of E16.5 TAF4b CUT&RUN and E18.5 *Taf4b*^−/−^ DEGs list.

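Ranked by p in the edgeR test, *Grcc10* was the first of the DEGs, on chromosome 6 of GRCm38 from 124739183 to 124741374. It rose from 14.3 ± 1.35 CPM (SD, n = 10 controls) to 82.6 ± 15.8 CPM (SD, n = 5), a log2 fold change of 2.53 (standard error 0.119, edgeR adjusted p = 9.14e-12). The gene contains *Rnu7*, a small nuclear RNA (snRNA) gene on the same strand, and the counting could have assigned reads of 1 to the other. *Rdm1* ranked 2, on chromosome 11 from 101627195 to 101636100, and contains the snRNA gene *Gm23849* on the same strand. It rose from 29.1 ± 13.0 to 610 ± 158 CPM (log2 fold change 4.39, standard error 0.251, edgeR adjusted p = 2.59e-10). *Arl4d*, ranked 3, lies close by on chromosome 11 from 101665541 to 101667832, beside further snRNA genes. Its level was 2.83 ± 1.31 CPM in the controls and 47.7 ± 10.8 CPM in *Taf4b-/-* (log2 fold change 4.07, standard error 0.259, edgeR adjusted p = 1.16e-09). Among the lower DEGs, *Adam12* and *Ckb* came first, with ranks 6 and 7 overall. *Adam12* (chromosome 7, 133883199 to 134232146) fell by 2.43 on the log2 scale (standard error 0.176) and *Ckb* (chromosome 12, 111669361 to 111672338) fell by 2.32 (standard error 0.168), each at an edgeR adjusted p of 7.49e-09. *Map3k9* (chromosome 12, 81721010 to 81781175), rank 24, fell by 1.54 (standard error 0.144, edgeR adjusted p = 2.95e-07). All 5 *Taf4b-/-* libraries lay outside the control range in each of these 6 genes.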

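Among the DEGs with such a separation, the 5 highest log2 fold changes were those of *Rdm1*, *H1f6*, *Arl4d*, *H2ac1* and *Hist1h4k*, of which 3 encode histones. *Hist1h4k* (chromosome 13, 21750194 to 21750505) reached 1.95 ± 1.09 CPM in *Taf4b-/-* against 0.204 ± 0.114 CPM in the controls (log2 fold change 3.21, edgeR adjusted p = 0.000246). The 5 lowest were those of *Omt2a*, *Tcl1b2*, *Dppa3*, *Th* and *Ccno*. *Omt2a* (chromosome 9, 78311972 to 78314796) had at most 1 counts in any *Taf4b-/-* library, so its fold is a lower bound, at least 5.28-fold lower. *Tcl1b2* (chromosome 12, 105146014 to 105155225) had 0.197 ± 0.182 CPM in *Taf4b-/-* and 4.66 ± 2.72 CPM in the controls, a log2 fold change of −4.52. *Dppa3* (chromosome 6, 122626410 to 122630272), a maternal-effect gene, fell from 491 ± 213 to 34.2 ± 9.33 CPM (log2 fold change −3.84, standard error 0.320, edgeR adjusted p = 5.66e-08). *Th* (chromosome 7, 142892752 to 142931128) changed by −3.26 (edgeR adjusted p = 2.00e-06) and *Ccno* (chromosome 13, 112987802 to 112990777) by −3.25 (edgeR adjusted p = 6.20e-07).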

To determine which of these transcriptional changes reflect direct TAF4b-dependent regulation, we compared E18.5 DEGs with previously published TAF4b CUT&RUN peaks identified at E16.5 (Gura et al., 2022). This analysis revealed that a subset of 50 E18.5 DEGs overlap with E16.5 TAF4b CUT&RUN peaks (Fig. 6E). Notably, several meiotic genes crucial for recombination and prophase I progression, including *Meioc*, *Msh5* and *Mdc1*, exhibit reproducible TAF4b occupancy coincident with H3K4me3 enrichment at their regulatory regions, consistent with direct transcriptional regulation by TAF4b (Fig. S7). Because TAF4b chromatin occupancy is likely dynamic across meiotic substages, performing CUT&RUN at E18.5 to directly assess stage-matched binding will be an important future direction for research.

Together, these data suggest that, while a subset of E18.5 transcriptional changes coincide with TAF4b chromatin occupancy, loss of Taf4b is associated with broader alterations in gene expression programs at this stage. 

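The surplus of lower over higher DEGs varied with the scaling between libraries. DESeq2's size factors used in edgeR gave 972 lower and 660 higher DEGs (59.6% lower), and total counts alone gave 948 and 624 (60.3% lower). Upper-quartile scaling gave 847 and 728 (53.8% lower). The median log2 fold change of all genes tested was 0.045 with TMM and 0.094 with the upper-quartile scaling. With fold changes centred on that median, 1081 genes were lower and 574 higher (65.3% lower). The lower DEGs were the larger group under each of these scalings.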

As elevated DNA damage and asynapsis results in transcriptional silencing, the higher number of downregulated genes is consistent with our finding of increased DNA damage in *Taf4b^−/−^* oocytes (Fig. 5 and Fig. S3) (Cloutier et al., 2015). Moreover, if TAF4b acts solely as a transcriptional activator, we would expect more genes to be downregulated in its absence. Strikingly, *Uchl1* and *Sohlh1* were two of the most significantly downregulated genes (Fig. 6B). 

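*Uchl1* (chromosome 5 of GRCm38, 66676091 to 66687234), which encodes a ubiquitin hydrolase, had 369 ± 94.2 CPM in *Taf4b+/+*, 285 ± 53.0 CPM in *Taf4b+/-* and 68.1 ± 15.3 CPM in *Taf4b-/-* (SD, n = 5 each). The log2 fold change was −2.26 (standard error 0.192, edgeR adjusted p = 6.95e-08), and it was the 10th lower DEG by p. The antisense gene *Uchl1os* overlaps it on the other strand. *Sohlh1* (chromosome 2, 25842995 to 25847248), a germ cell transcription factor, was the 11th, at 578 ± 67.5, 467 ± 96.3 and 139 ± 38.1 CPM in the same order (log2 fold change −1.91, standard error 0.166, edgeR adjusted p = 1.02e-07). In both genes every *Taf4b-/-* library lay below every control library.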

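6 further genes with known roles in oogenesis were examined. *Nobox* (chromosome 6, 43303674 to 43309554) had 107 ± 24.6 CPM in *Taf4b-/-* (SD, n = 5) and 368 ± 116 CPM in the controls (SD, n = 10), a log2 fold change of −1.78 (standard error 0.212, edgeR adjusted p = 5.85e-06). *Figla* (chromosome 6, 86016171 to 86020996) had 311 ± 43.8 and 710 ± 118 CPM (−1.19, standard error 0.133, edgeR adjusted p = 2.54e-06). *Kit* (chromosome 5, 75574916 to 75656722) had 77.7 ± 23.2 and 362 ± 113 CPM (−2.22, standard error 0.226, edgeR adjusted p = 7.95e-07). *Lhx8* (chromosome 3, 154306294 to 154330659) had 157 ± 38.7 and 337 ± 52.8 CPM (−1.11, standard error 0.147, edgeR adjusted p = 2.11e-05). *Foxo3* (chromosome 10, 42181841 to 42276755) had 85.3 ± 15.9 and 204 ± 33.9 CPM (−1.26, standard error 0.141, edgeR adjusted p = 2.63e-06). In these 5 genes the *Taf4b-/-* libraries lay below all control libraries. *Zp3* (chromosome 5, 135980099 to 135988624), which encodes a zona pellucida protein, was low throughout, at 1.36 ± 0.189 CPM in *Taf4b-/-* and 5.58 ± 4.36 CPM in the controls (−2.03, standard error 0.546, edgeR adjusted p = 0.0142). Its control libraries ran from 0.627 to 14.8 CPM and overlapped the *Taf4b-/-* libraries. Against the *Taf4b+/-* libraries alone, the log2 fold change of *Zp3* was −1.97 with an edgeR adjusted p of 0.0864.

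**Figure D2:**
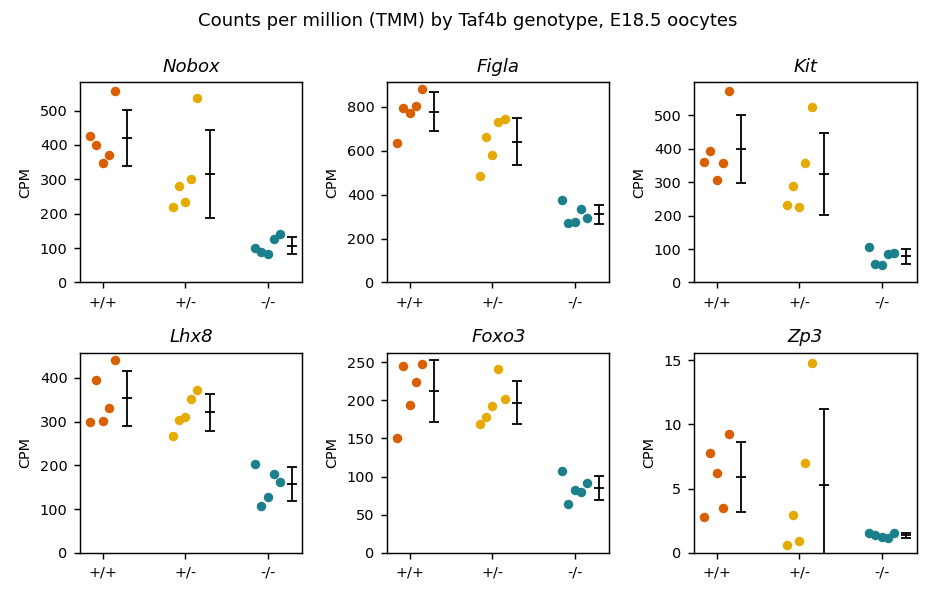
TMM-scaled CPM (y axis) of 6 oogenesis genes in each of the 15 libraries, by genotype (x axis), with the mean and SD of each genotype. The *Taf4b-/-* libraries lie below all control libraries for each gene but *Zp3*, where the control libraries start at 0.627 CPM.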

We also found other well characterized oogenesis genes, such as *Nobox*, *Figla*, *Kit*, *Lhx8*, *Foxo3* and *Zp3* were downregulated in E18.5 *Taf4b^−/−^* oocytes (Choi et al., 2008; Jones and Pepling, 2013; Rajkovic et al., 2004; Shimamoto et al., 2019; Soyal et al., 2000; Suzumori et al., 2002; Wang et al., 2020b). Finding *Nobox* and *Figla* as DEGs corroborates our previous research that TAF4b directly binds to the promoter regions of these genes in E18.5 wild-type ovaries (Grive et al., 2016). In addition, H2AX was one of the most significantly upregulated genes, and we have shown its phosphorylated protein product (γH2AX) is elevated in *Taf4b^−/−^* oocytes during pachynema and diplonema (Fig. 5).

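*H2ax*, listed as *H2afx* in the annotation (chromosome 9, 44334694 to 44336077), had 119 ± 15.6 CPM in *Taf4b+/+*, 123 ± 13.1 CPM in *Taf4b+/-* (SD, n = 5 each). The 5 *Taf4b-/-* libraries ran from 293 to 644 CPM, and the highest control library had 137 CPM. Its log2 fold change was 1.97 (standard error 0.131, edgeR adjusted p = 2.35e-09), and it ranked 4 among all DEGs by p. The table holds mRNA counts only, and phosphorylation of the protein is not measured here.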

To gain a comprehensive understanding of how gene expression is perturbed in E18.5 *Taf4b^−/−^* oocytes, we performed gene ontology (GO) analysis of all 1551 DEGs (Fig. 6C). Multiple GO categories associated with oogenesis and meiosis were enriched in our DEGs, allowing us to prepare heatmaps of genes lists associated with each process to examine how their expression was altered in *Taf4b^−/−^* oocytes (Fig. 7A,B). 

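The heatmaps of Fig. 7 show 63 different genes, and the authors chose them as DEGs in these libraries, so the counts that follow are not independent evidence. All 63 changed in the direction the paper gives, and 53 were DEGs here. In Fig. 7A, 21 of the 27 lower genes were DEGs, with a median log2 fold change of −0.88 over the 27, and 20 of the 24 higher genes, with a median of 0.76. In Fig. 7B the numbers were 16 of 17 (median −1.05) and 13 of 16 (median 0.82). The 10 genes that were not DEGs, *Tdrd9*, *Mus81*, *Igf1r*, *Rbm46*, *Rpl10l*, *Dicer1*, *Orc4*, *Mastl*, *Gm773* and *Spdya*, each had an adjusted p below 0.05 and fell short of the threshold on the fold change. Adjusted over the list alone, every gene of each heatmap passed 0.05 in its direction. Leaving out 1 library at a time gave 49 to 56 DEGs among the 63.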

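10 genes of meiotic recombination and telomere movement were examined, and all had a positive log2 fold change in *Taf4b-/-*. The strongest by p was *Majin* (chromosome 19, 6184388 to 6224225), at 115 ± 24.9 CPM in *Taf4b-/-* (SD, n = 5) and 54.5 ± 11.4 CPM in the controls (SD, n = 10), a log2 fold change of 1.08 (standard error 0.153, edgeR adjusted p = 4.57e-05). *Meiob* (chromosome 17, 24804289 to 24839788) rose by 0.80 (standard error 0.119, edgeR adjusted p = 8.30e-05), *Dmc1* (chromosome 15, 79561497 to 79605109) by 0.95 (standard error 0.164, edgeR adjusted p = 0.000403) and *Msh4* (chromosome 3, 153857149 to 153906138) by 0.73 (standard error 0.130, edgeR adjusted p = 0.000578). In these 4 genes all 5 *Taf4b-/-* libraries lay above all control libraries. *Brme1*, listed as *4930432K21Rik* (chromosome 8, 84148025 to 84172590), rose by 0.86 (standard error 0.155, edgeR adjusted p = 0.000637), *Hormad1* (chromosome 3, 95559677 to 95587671) by 0.65 (standard error 0.120, edgeR adjusted p = 0.000775) and *M1ap* (chromosome 6, 82946902 to 83030309) by 0.95 (standard error 0.210, edgeR adjusted p = 0.00360), each with some overlap between *Taf4b-/-* and control libraries. *M1ap* overlaps a processed pseudogene on the same strand. *Spo11*, which makes the DNA breaks that start recombination (chromosome 2, 172977700 to 172993576), rose from 109 ± 29.7 to 177 ± 43.6 CPM, a log2 fold change of 0.70 (standard error 0.181, edgeR adjusted p = 0.0112). Without *Taf4b-/-* replicate 2, *Spo11* stood at 0.53 with an edgeR adjusted p of 0.0766. *Mcmdc2* (chromosome 1, 9908638 to 9942085) rose by 0.66 (edgeR adjusted p = 0.0124), and stood at 0.58 without *Taf4b-/-* replicate 2 (edgeR adjusted p = 0.0513) and at 0.56 without *Taf4b-/-* replicate 5 (edgeR adjusted p = 0.0557). *Spdya* (chromosome 17, 71552061 to 71589533) rose by 0.53 (edgeR adjusted p = 0.00719), under the threshold on the fold change, and its edgeR adjusted p was 0.0662 without *Taf4b-/-* replicate 2. Against the *Taf4b+/-* libraries alone the edgeR adjusted p was 0.159 for *Spo11*, 0.166 for *Mcmdc2* and 0.0934 for *Spdya*.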

We found that genes involved in meiotic recombination (*Spo11*, *Dmc1*, *Meiob*, *Msh4*, *Brme1*, *Hormad1*, *M1ap* and *Mcmdc2*) and meiosis-specific telomere movements (*Spdya* and *Majin*) were upregulated in E18.5 *Taf4b^−/−^* oocytes compared to controls (Fig. 7A) (Bolcun-Filas and Handel, 2018). Expression of these genes could be elevated in *Taf4b^−/−^* oocytes because they may be in an earlier state of pachytene than controls. Interestingly, recent work has shown that *Meioc* is required for the extension of prophase I, and it is possible that upregulation of this gene at E18.5 in *Taf4b^−/−^* oocytes plays a role in the observed prophase I lag (Abby et al., 2016; Soh et al., 2017). 

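*Meioc* (chromosome 11 of GRCm38, 102663716 to 102682237) had 94.1 ± 11.8 CPM in *Taf4b+/+*, 116 ± 43.5 CPM in *Taf4b+/-* and 188 ± 16.5 CPM in *Taf4b-/-* (SD, n = 5 each). The log2 fold change against all controls was 0.84 (standard error 0.178, edgeR adjusted p = 0.00255). The *Taf4b-/-* libraries, from 160 CPM upward, met the highest control library at 161 CPM. Against *Taf4b+/-*, the log2 fold change was 0.70 with an edgeR adjusted p of 0.0430 in the fit with 3 groups, and 0.69 with an edgeR adjusted p of 0.0836 in a fit that left the *Taf4b+/+* libraries out.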

We also found some genes involved in meiosis and DNA recombination were downregulated (*Mnd1*, *Mus81* and *Ercc1*) in the absence of *Taf4b*. 

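*Mnd1* (chromosome 3, 84087933 to 84155786) had 26.9 ± 6.60 CPM in *Taf4b-/-* (SD, n = 5) and 54.0 ± 6.40 CPM in the controls (SD, n = 10), with no overlap between libraries (log2 fold change −1.01, standard error 0.141, edgeR adjusted p = 3.76e-05). *Ercc1* (chromosome 7, 19344778 to 19356524) had 16.7 ± 6.82 and 38.8 ± 5.62 CPM, also without overlap (log2 fold change −1.21, standard error 0.196, edgeR adjusted p = 0.000195). *Ercc1* overlaps *Cd3eap* on the other strand. *Mus81* (chromosome 19, 5482345 to 5488402), which overlaps *Efemp2* on the other strand, had 17.9 ± 5.62 and 27.2 ± 7.05 CPM. Its log2 fold change of −0.599 (standard error 0.198, edgeR adjusted p = 0.0475) lay at the edge of the threshold, and its libraries overlapped. Leaving out any 1 of 10 libraries took *Mus81* past an adjusted p of 0.05, most with *Taf4b-/-* replicate 3 left out (edgeR adjusted p = 0.142), and so did DESeq2's size factors in edgeR (0.0558).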

Dysregulation of genes involved in DNA recombination is particularly interesting given that pachytene *Taf4b^−/−^* oocytes have reduced numbers of MLH1 foci and fail to properly form crossovers at E18.5 (Grive et al., 2016). When looking at DEGs related to oogenesis and female gamete generation, we noticed that most of the upregulated genes were also associated with meiosis (*Hormad1*, *Spo11*, *Spdya*, *Meioc* and *Mcmdc2*), whereas genes associated with oocyte differentiation were downregulated (*Nobox, Figla*, *Sohlh1*, *Foxo3* and *Zp3*) (Fig. 7B). 

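The higher genes of Fig. 7B had log2 fold changes between 0.53 (*Spdya*) and 1.31 (*Meikin*), and its lower genes between −2.03 (*Zp3*) and −0.59 (*Rbm46*).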

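*Trp63* (chromosome 16, 25683763 to 25892102), which encodes a p53 family protein of oocytes, had 39.7 ± 14.0 CPM in *Taf4b+/+*, 32.5 ± 13.1 CPM in *Taf4b+/-* and 6.68 ± 2.54 CPM in *Taf4b-/-* (SD, n = 5 each). Every *Taf4b-/-* library lay below every control library, and the log2 fold change was −2.44 (standard error 0.285, edgeR adjusted p = 4.74e-06). It overlaps a processed pseudogene on the same strand. By p, *Trp63* was the 64th of the lower DEGs, *Kit* the 29th and *Lhx8* the 113th.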

Additional factors important for early oocyte development, such as *Uchl1*, *Kit*, *Lhx8* and *Trp63* are similarly downregulated in *Taf4b^−/−^* oocytes (Fig. 6B, Table S1). Furthermore, we compared our E18.5 *Taf4b^−/−^* DEGs with a list of nearly 200 genes found to be enriched in diplotene/dictyate oocytes using scRNA-seq, and the majority of these genes were downregulated in the absence of Taf4b (Figs 6D and 7B). This is consistent with our findings that few *Taf4b^−/−^* oocytes are in diplonema at E18.5, and that TAF4b may play a role in regulating expression of genes required to reach diplonema. Overall, E18.5 *Taf4b^−/−^* oocytes fail to properly express correct levels of meiotic genes and are unable to activate expression of genes required for oocyte differentiation and growth.

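A list of 49 prophase I genes and a list of 37 oocyte differentiation genes, of which 33 could be tested, were tested as sets. Both lists hold many genes that the paper reports as changed in these libraries, so the set results are not independent evidence. Among prophase I genes that it does not name, *Terb1* and *Syce3* were higher and *Sycp2* and *Tex15* lower at an edgeR adjusted p below 0.05. The prophase I genes moved in both directions, with 32 higher and 17 lower and a median log2 fold change of 0.24. Over all genes tested, 15 of them had an edgeR adjusted p below 0.05 and were higher and 4 were lower, and adjusted over the list alone the counts were 21 and 5. As a set they were higher by limma's fry (p = 0.0110) and camera (p = 0.00199, with the correlation between genes preset to 0.01), which lets genes of opposite sign cancel. By limma's fry this set result rested on single libraries, with a p-value of 0.110 and a median of 0.14 without *Taf4b-/-* replicate 2 and of 0.0653 and a median of 0.15 without *Taf4b-/-* replicate 4, while the p-value of camera was at most 0.0154 in the 15 fits that each left out 1 library. The oocyte differentiation genes had a median of −1.51 (p-values of 1.07e-05 by limma's fry and 2.53e-18 by camera), and 0 of them lay at or under 3 counts in all libraries of an arm. Of the 33, 30 were lower, 23 had an edgeR adjusted p below 0.05 and were lower and 0 were higher, and adjusted over the list alone the counts were 25 and 0. With each library left out in turn, their median stayed between −1.65 and −1.41. *Stra8*, which the cell needs to enter meiosis, stood at 1.09 with an edgeR adjusted p of 0.0946, and *Sycp2*, of the synaptonemal complex, at −0.63. The paper reasons that the recombination genes could be higher because *Taf4b-/-* oocytes may be at an earlier point of pachynema than the controls. It proposes that TAF4b may take part in the expression of genes needed to reach diplonema. From both groups of genes it concludes that *Taf4b-/-* oocytes do not express meiotic genes at their correct levels and do not switch on those of oocyte differentiation and growth.

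**Figure D3:**
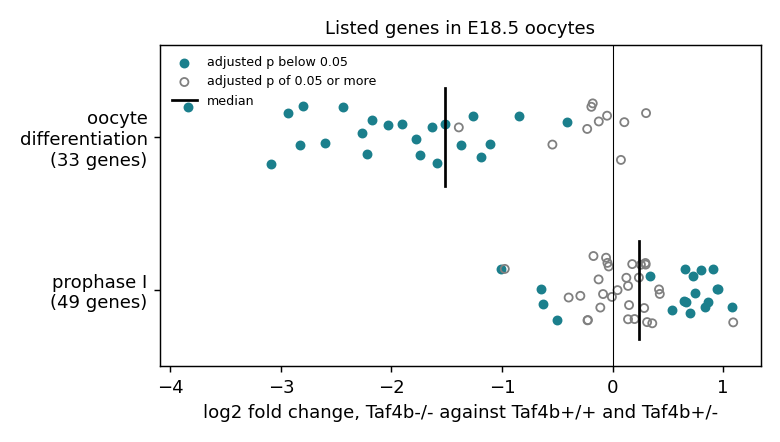
Log2 fold change of *Taf4b-/-* against the controls (axis with values) for each gene of the prophase I list and of the oocyte differentiation list. Filled points have an edgeR adjusted p below 0.05 and bars mark the medians, 0.24 and −1.51.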

**Fig. 7.**
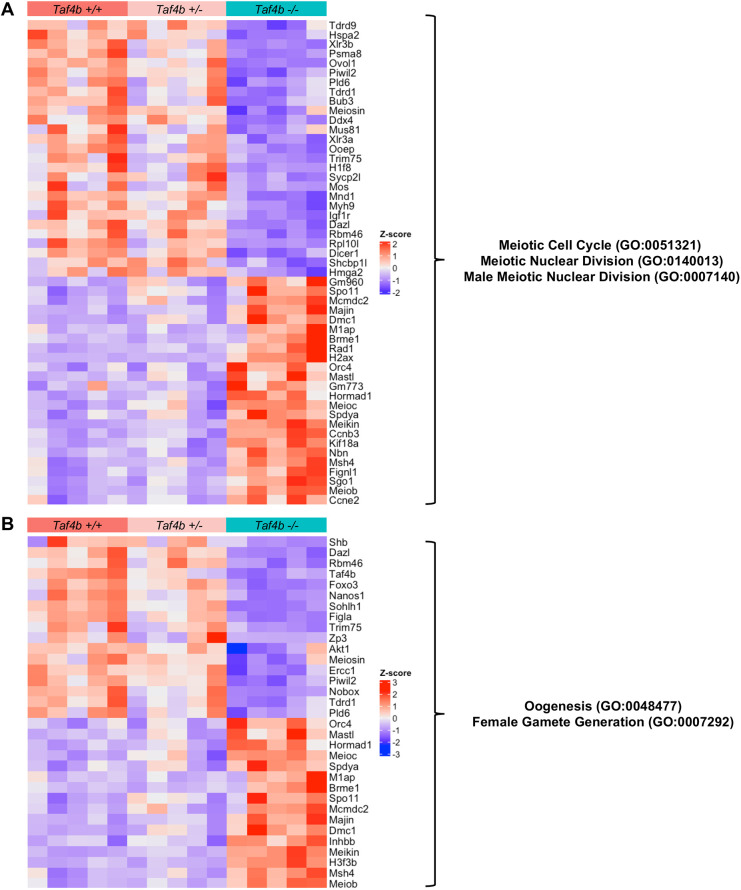
**Dysregulation of genes involved in meiosis and oogenesis in E18.5 *Taf4b^−/−^* oocytes.** (A) Heatmap of genes in meiotic cell cycle, meiotic nuclear division or male meiotic nuclear division GO categories that were differentially expressed in E18.5 *Taf4b^−/−^* oocytes. (B) Heatmap of genes in oogenesis or female gamete generation GO categories that were differentially expressed in E18.5 *Taf4b^−/−^* oocytes. Heatmaps were generated using based normalized counts output from DESeq2.

To understand how gene expression is perturbed in the absence of TAF4b over time, we compared our bulk RNA-seq data from E16.5 (Gura et al., 2022) and E18.5 (this study) *Taf4b^−/−^* oocytes. We reprocessed our E16.5 *Taf4b^+/−^* and *Taf4b^−/−^* samples to account for updates made to software packages used in our computational pipeline, as well as updated gene annotations in the GO database. We found a slightly lower number of DEGs than we did previously (951 versus 964) but these DEG lists were over 99% identical (Fig. S5A,B, Table S2). Intriguingly, chromatin remodeling was one of the top GO categories present in our E16.5 and E18.5 *Taf4b^−/−^* DEGs (Fig. 6C and Fig. S5C). Genes present in the chromatin remodeling category differ between E16.5 and E18.5 *Taf4b^−/−^* DEG lists, but we did find that the H3K4 demethylase *Kdm1b* was consistently downregulated (Fig. S5D). 

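At E18.5, *Kdm1b* (chromosome 13, 47043499 to 47085279) had 77.0 to 166 CPM in the 5 *Taf4b-/-* libraries and 326 ± 133 CPM in the controls (SD, n = 10). The log2 fold change was −1.37 (standard error 0.256, edgeR adjusted p = 0.000849), and no *Taf4b-/-* library reached the control range of 179 to 568 CPM. *Kdm1b* overlaps *Tpmt* and *Dek* on the other strand. The E16.5 libraries were not analysed here.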

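The histone genes *H1f3*, *H1f4*, *H1f6*, *H2ac1*, *H2bc1*, *H2bc22*, *H4c8* and *H4c9* lie in the histone clusters of chromosome 13 and were matched through their older symbols. *H2bc6* had no single match and was not analysed here. At E18.5 the 8 had positive log2 fold changes in *Taf4b-/-*, from 0.97 to 4.38, and 7 were DEGs. *H1f6*, listed as *Hist1h1t* (23695814 to 23696725), rose from 0.424 ± 0.219 CPM (SD, n = 10 controls) to 8.95 ± 1.75 CPM (SD, n = 5), a log2 fold change of 4.38 (standard error 0.330, edgeR adjusted p = 1.37e-08). *H2ac1*, listed as *Hist1h2aa* (23934462 to 23934851), rose by 3.38 (standard error 0.362, edgeR adjusted p = 1.46e-06), *H4c9*, listed as *Hist1h4i* (22040636 to 22041362), by 2.80 (standard error 0.223, edgeR adjusted p = 3.22e-08) and *H2bc1*, listed as *Hist1h2ba* (23933773 to 23934156), by 2.29 (standard error 0.244, edgeR adjusted p = 1.39e-06). *H2bc22*, listed as *Hist1h2bp* (21787461 to 21789213), rose by 1.62 (edgeR adjusted p = 0.000865). *H4c9* was the most abundant of them in *Taf4b-/-*, at 35.9 ± 11.8 CPM. *H1f3* (log2 fold change 1.24, edgeR adjusted p = 0.0104) stood at an edgeR adjusted p of 0.0611 without *Taf4b-/-* replicate 1. *H1f4* (0.97, edgeR adjusted p = 0.0370) stayed below an adjusted p of 0.05 in 5 of the 15 fits that each left out 1 library, with the highest, an edgeR adjusted p of 0.0851, also without *Taf4b-/-* replicate 1. *H4c8* rose by 1.10 with an edgeR adjusted p of 0.138, and its DESeq2 adjusted p was 0.0432. Histone genes have near-identical copies between which the counting could have split reads, and *H1f4* overlaps *Hist1h2be* on the same strand.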

We also found that several histones (*H1f3*, *H1f4*, *H1f6*, *H2ac1*, *H2bc1*, *H2bc22*, *H2bc6*, *H4c8* and *H4c9*) were upregulated at both timepoints but their expression is still very low overall (Fig. S5E). Unfortunately, little is known about the epigenetic landscape of mouse oocytes at E16.5 and E18.5, but these data suggest that changes in chromatin structure are important for female germ cell development at this stage (Hu et al., 2023). We also found that genes associated with reproductive development, such as *Ddx4*, *Nobox* and *Sohlh1* were consistently downregulated in E16.5 and E18.5 *Taf4b^−/−^* oocytes (Fig. S5D). Moreover, we found that expression of the X chromosome is also reduced at E18.5, and that there is a significant overlap between *Taf4b^−/−^* and XO DEGs at this timepoint (Fig. S6A-C). 

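At E18.5, *Ddx4* (chromosome 13, 112598333 to 112652475), which encodes a germ cell RNA helicase, had 326 ± 39.9 CPM in *Taf4b-/-* (SD, n = 5) and 567 ± 80.7 CPM in the controls (SD, n = 10). The highest *Taf4b-/-* library, at 395 CPM, lay below each of the control libraries. The log2 fold change was −0.80 (standard error 0.116, edgeR adjusted p = 6.03e-05), the smallest fall of the 3 genes.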

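Relative X chromosome expression was taken in each library as the mean log2(TPM + 1) of 999 X-linked genes minus that of 22512 autosomal genes, all with an average TPM above 1. It was 0.016 ± 0.068 in *Taf4b-/-* (SD, n = 5) and 0.093 ± 0.034 in the controls (SD, n = 10), a difference of −0.077 (two-sided exact permutation test, p = 0.00633, Benjamini-Hochberg adjusted 0.0159 over 4 comparisons of genotypes). Against *Taf4b+/+*, at 0.106 ± 0.015, the difference was −0.090 (exact permutation p = 0.00794, the smallest that 5 against 5 libraries allow, adjusted 0.0159). Against *Taf4b+/-*, at 0.080 ± 0.044, it was −0.064 (exact permutation p = 0.111, adjusted 0.148), inside the spread between libraries. *Taf4b+/-* and *Taf4b+/+* differed by −0.026 (exact permutation p = 0.230). The choice that moved the first difference most was the filter, with −0.146 over genes above 10 TPM (exact permutation p = 0.00167) and −0.044 with no filter (exact permutation p = 0.00799). With the median of the log2 values in place of the mean, it was −0.051 and no longer exceeded the spread (exact permutation p = 0.170). *Taf4b-/-* replicate 5 carried much of it, as without this library the difference was −0.046 (exact permutation p = 0.0470). Among the 538 X-linked protein-coding genes tested and above 1 TPM, 64 (11.9%) were lower DEGs and 20 were higher DEGs. The median log2 fold change of the 538 was −0.079. The next highest share of lower DEGs was 9.54%, on chromosome 19.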

GO analysis of the 642 overlapping DEGs revealed that there was shared disruption of genes involved in meiotic cell cycle, chromatin remodeling and oogenesis (Fig. S6D). Together, these data suggest that *Taf4b^−/−^* oocytes consistently fail to increase expression of genes required for early oocyte development at both E16.5 and E18.5.

## DISCUSSION

From their origins as mitotic primordial germ cells (PGCs) in the fetal ovary, female germ cells undergo a multitude of precise developmental transitions to achieve meiotic and fertilization competence (Grive and Freiman, 2015). In the early mammalian embryo, bone morphogenetic protein (BMP) signals from extraembryonic mesoderm lead to PGC specification via the expression of three transcription factors: PRDM1, PRDM14 and TFAP2C (Saitou and Yamaji, 2012). After migration to the bipotential gonad, sex specification of the supporting somatic cells into pre-granulosa cells leads to retinoic acid-dependent STRA8 and retinoic acid-independent ZGLP1 expression, which are both germ cell-specific transcriptional regulators of the transition from mitosis to meiosis (Anderson et al., 2008; Ishiguro, 2023; Miyauchi et al., 2017, 2018; Nagaoka et al., 2020). However, transcription factors that regulate the timing of progression through meiosis I, early oocyte differentiation and survival required for arriving at proper dictyate arrest remain unknown. Moreover, whether these simultaneous but separable genetic processes have common regulators is unknown. Here, using several genomic and developmental approaches, we find that, although TAF4b is not required for meiotic initiation at E14.5, it is essential for the timely progression of meiotic prophase I and its absence largely results in oocytes stalled in pachytene compared to wild-type control oocytes at P0. At the genomic level, TAF4b-deficient pachytene meiocytes display elevated double-strand DNA breaks, fail to turn down early meiotic gene expression and turn up oocyte differentiation gene expression. Delayed and then stalled meiotic prophase I progression likely leads to excessive oocyte attrition at birth and POI-like phenotypes in adult female mice (Fig. 8).

**Fig. 8.**
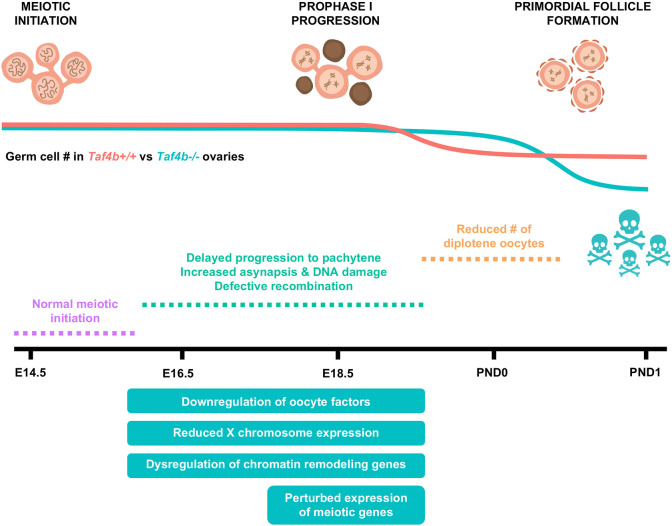
**Model of defective ovarian reserve establishment in *Taf4b^−/−^* mice.** Schematic timeline of major events that occur during ovarian reserve establishment in mice (top). Estimations of oocyte numbers in *Taf4b^+/+^* (red line) and *Taf4b^−/−^* (blue line) mice throughout the time course are depicted in the schematic below. In the absence of TAF4b, there is a reduced number of oocytes at postnatal day 1. *Taf4b^−/−^* oocytes at E18.5 and postnatal day 0 are unable efficiently to reach diplotene and are largely stuck in pachytene. *Taf4b^−/−^* oocytes do not reach pachytene in a timely manner at E16.5 but initiation of meiosis occurs normally at E14.5. At E16.5 and E18.5, *Taf4b^−/−^* oocytes downregulate genes essential for oocyte development, display reduced expression of the X chromosome and dysregulate chromatin remodeling genes. In addition, expression of genes required for successful completion of prophase is highly perturbed in *Taf4b^−/−^* oocytes at E18.5.

Although the fetal human ovary is not easily amenable to such functional studies, there are a number of important reasons to conclude that mouse TAF4b functions are conserved during human oogenesis. First, the dynamic expression of *TAF4b* mRNA in human fetal oocytes is consistent with what we observe in the mouse (Gura et al., 2020). Second, several human genetic studies linked TAF4b expression to POI and human oocyte quality (Di Pietro et al., 2008; Knauff et al., 2009). Recently, a GWAS study of human age at natural menopause demonstrated 290 potential POI-related genes, many of which are mis-expressed in *Taf4b*-deficient mouse E18.5 embryonic oocytes (Ruth et al., 2021). Finally, a heterozygous *TAF4b* mutation is predicted in the genome of the mother of three infertile brothers that display homozygous and truncating mutations in *TAF4b* that cause their non-obstructive azoospermia (Ayhan et al., 2014). Together, our data strongly support that TAF4b plays similar roles during mouse and human gametogenesis.

In this study, we have identified that TAF4b functions to promote meiosis I progression through the pachytene-to-diplotene transition in late embryonic mouse oocytes. In addition, we have identified many crucial meiotic and oocyte differentiation genes that are increased and decreased, respectively, in *Taf4b-*deficient E18.5 oocytes compared to controls. We infer from these data that TAF4b both directly and indirectly regulates the expression of these gene programs, which are required for proper homologous recombination, oocyte differentiation and dictyate arrest. However, the precise mechanism by which TAF4b and its associated partners coordinate the integration of all these events is still unknown. Recently, we used CUT&RUN to map its occupancy to the core promoter regions just upstream of the TSS of several hundred E16.5 oocyte genes (Gura et al., 2022). These data are consistent with TAF4b participating in core promoter recognition as part of an embryonic- and germ cell-specific form of TFIID. Our data also reflect the exciting possibility that a TAF4b-containing transcription complexes likely fine-tunes transcription levels (up or down) rather than turning genes on or off. This buffering function is likely important to move oocytes through delicate meiotic transitions with maximum developmental fidelity. Oocyte aneuploidy largely results from meiotic prophase I errors and TAF4b is required for orchestrating the proper timing through pachynema. In the absence of this regulation by TAF4b, meiotic prophase I progression is largely stalled during pachynema and the majority of such error-prone oocytes are culled from the ovary by excessive oocyte attrition soon after birth.

Finally, several additional levels of gene regulation are known and likely to be coordinated during these early meiotic and oocyte differentiation events. These include chromatin remodeling, and the post-transcriptional and post-translational regulation of RNA and proteins, respectively. TAF4b may help to integrate several diverse aspects of oocyte gene expression. This is most notable in the GO categories revealed to be required during the transition from meiosis to oogenesis (Fig. 6), such as ‘protein modification’, ‘chromatin remodeling’ and ‘RNA splicing’. In addition, many sequence-specific transcription factors such as *Nobox*, *Figla*, *Sohlh1* and *Foxo3* are dysregulated in the absence of TAF4b and likely have their own effects on gene transcription. Expression of UCHL1, a potent regulator of ubiquitin-mediated proteolytic events in early oocytes, is also reduced (Woodman et al., 2022). Finally, MEIOC, a post-transcriptional regulator of meiotic prophase I progression displays reduced expression in TAF4b-deficient oocytes (Soh et al., 2017). It is likely that these developmental transitions are so delicate and dynamic that it is the concerted integration of gene expression at all these levels, including TAF4b, that ensures that developing oocytes correctly traverse these early meiotic and oocyte differentiation programs in a timely fashion to achieve proper dictyate arrest.

## MATERIALS AND METHODS

### Ethics statement

This study was approved by Brown University IACUC protocol 21-02-0005. The primary method of euthanasia was CO_2_ inhalation and the secondary method used was cervical dislocation, both as per American Veterinary Medical Association (AVMA) guidelines on euthanasia.

### Mice

Mice that were homozygous for an Oct4-EGFP transgene (The Jackson Laboratory: B6;129S4-*Pou5f1^tm2Jae^*/J) were backcrossed to the C57BL/6 line and mated for collections used to prepare meiotic spreads. Mice that were homozygous for an Oct4-EGFP transgene (The Jackson Laboratory: B6;129S4-*Pou5f1^tm2Jae^*/J) and C57BL/6 mice heterozygous for the *Taf4b*-deficiency mutation (in exon 12 of the 15 total exons of the *Taf4b* gene that disrupts the endogenous *Taf4b* gene) were mated for collections used for mRNA isolation, meiotic spread preparation and ovarian immunofluorescence. Timed matings were estimated to begin at day 0.5 by evidence of a copulatory plug. The sex of the embryos was identified by confirming the presence or absence of testicular cords. Genomic DNA from tails was isolated using Qiagen DNeasy Blood & Tissue Kits (69506) for PCR genotyping assays. All animal protocols were reviewed and approved by Brown University Institutional Animal Care and Use Committee, and were performed in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

### Immunofluorescence of fetal ovaries

Prenatal ovaries were harvested at E14.5, cleaned of excess fat and fixed in 4% formaldehyde solution for 2 h before embedding in optimal cutting temperature (OCT) compound. Ovaries were serially sectioned at 8 μm on a Thermo-Shandon Cryotome E Cryostat onto positively charged glass slides and washed twice for 5 min in PBST [1× PBS containing 0.1% Tween-20 (ThermoFisher Scientific)] at room temperature. Tissue sections were then incubated in blocking buffer [5% goat serum (Sigma-Aldrich) in PBST] for 1 h at room temperature. Slides were stained with rat anti-GCNA1 (Abcam, ab82527) and rabbit anti-Stra8 (Abcam, ab49602) primary antibodies at 1:100 in blocking buffer and incubated overnight at 4°C on a shaker at low speed. Slides were then washed three times for 10 min each in PBST at room temperature. Slides were stained with goat anti-rat Alexa 488 (Abcam, ab150165) and goat-anti rabbit Alexa 555 (Abcam, ab150086) secondary antibodies at 1:500 in blocking buffer, counterstained with 4′,6- diamidino-2-phenylindole (DAPI; Vector Laboratories) and incubated for 1 h at room temperature. Slides were washed three times for 10 min each in PBST at room temperature before mounting coverslips with Vectashield Antifade Mounting Medium (Vector Laboratories). A secondary antibody only control was included to compare background staining. Images were taken at 20× magnification on a Zeiss Axio Imager M1 microscope.

All images were analyzed using FIJI, and germ cell densities were determined by counting the number of GCNA- or STRA8-positive cells per section and dividing the number by the DAPI-stained area of the ovary to obtain cells/mm^2^ (Schindelin et al., 2012). The cell counter plugin (Plugins>Analyze>Cell Counter) was used to annotate GCNA- or STRA8-positive cells. The freehand tool was used to outline the tissue section and analyze measurements (Analyze>Measure) was used to determine the area within the outline. For each genotype, three spatially dispersed sections from each ovary obtained from three mice were quantified (3 mice per genotype×2 ovaries per mouse×3 sections per ovary=18 sections per genotype). Results were averaged and significance determined using an unpaired two-tailed *t*-test. For all graphs, dots represent individual sections counted, bar height represents the sample mean and error bars represent s.e.m. All statistical analyses and graphs were generated using Graphpad/Prism version 10.1.1.

### Preparation of meiotic prophase I spreads

Ovaries were harvested at E16.5, E18.5 or P0 and put in PBS prewarmed at 37°C until their use for spread preparation. Ovaries were then incubated in hypotonic extraction buffer [30 mM Tris, 50 mM sucrose, 17 mM trisodium citrate dihydrate, 5 mM EDTA, 0.5 mM DTT and 0.5 mM phenylmethylsulphonyl fluoride (PMSF; pH 8.2)] for 30 min at 37°C. After HEB incubation, ovaries were gently teased apart with 30-gauge hypodermic needles in 100 mM sucrose at room temperature. The single cell suspension was then pipetted onto slides wet with 1% PFA with 0.2% Triton X-100 and allowed to settle overnight in a humid chamber at 37°C. The next day, slides were air-dried at room temperature for approximately 2-3 h. Slides were washed twice for 5 min each in 0.4% Photo-Flo (Kodak) in PBS and then once for 5 min in 0.4% Photo-Flo in sterile water. After washes, slides were air-dried again for ∼1 h and then stored at −80°C.

### Immunofluorescence of meiotic prophase I spreads

After storage at −80°C, spreads were brought to room temperature by washing in PBST [1×PBS containing 0.1% Tween-20 (Fisher Scientific)] for 15 min. Slides were then incubated in blocking buffer [5% goat serum (Sigma-Aldrich) in PBST] for 45 min at room temperature. Slides were stained with primary antibodies diluted in blocking buffer and incubated overnight at room temperature. Primary antibodies used were mouse anti-SYCP3 (Santa Cruz, sc74659, 1:100 dilution), rabbit anti-SYCP3 (Abcam, ab15093, 1:100 dilution), mouse anti-γH2AX (Millipore, 05-636. 1:100 dilution), rabbit anti-RAD51 (Abcam, ab176458, 1:250 dilution) and rabbit anti-TAF4b (as previously described, Grive et al., 2016, 1:100 dilution). Slides were then washed three times for 5 min each in PBST at room temperature. Slides were stained with secondary antibodies at a 1:500 dilution in blocking buffer for 1 h at room temperature and counterstained with 4′,6- diamidino-2-phenylindole (DAPI; Vector Laboratories). Secondary antibodies used were goat anti-rabbit Alexa 488 (Abcam, ab150081), goat anti-mouse Alexa 488 (Abcam, ab150077), goat anti-rabbit 555 (Abcam, ab150086) or goat anti-mouse 555 (Abcam, ab150118). Slides were washed three times for 5 min each in PBST at room temperature before mounting on coverslips with Vectashield Antifade Mounting Medium (Vector Laboratories). A secondary antibody-only control was included to compare background staining.

Images were taken at 100× magnification on a Zeiss Axio Imager M1 microscope and all image analyses were performed using FIJI. Images of 50-100 spreads were isolated from each slide, and each image was cropped to a 30-50 μm^2^ square to ensure the area contained only an individual chromatin spread. All analyses were performed on images in .czi file format. Representative images were saved in .tiff format to improve accessibility while maintaining raw data integrity. All image montages shown were generated by first converting the .czi image to RGB (Image>Type>RGB Color) and then converting the RGB to a montage using the RGB to Montage plugin with a greyscale colorization and 10 μm scale bar.

For data shown in Fig. 4, SYCP3 configuration was used to determine prophase I substage. For each timepoint, the total number of spreads analyzed from three animals per genotype were pooled to compare the percentage of spreads in each stage between *Taf4b*^+/+^ and *Taf4b*^−/−^ genotypes. A Chi-squared test was performed in Graphpad/Prism (v. 10.1.1) to determine statistical significance of the difference in prophase I substage distribution between genotypes.

A previously published FIJI macro script was used for quantification of fluorescence intensity shown in Figs 2 and 5 (Alexander et al., 2023). Images used for input into the macro were in .czi format with DAPI in blue, SYCP3 in green, and either TAF4b or γH2AX in red. Intensity of DAPI and either TAF4b or γH2AX was measured using Otsu's thresholding. Intensity of TAF4b or γH2AX was normalized to DAPI to account for variations in DNA content among spreads. A copy of the FIJI macro used can be found in Alexander et al. (2023). Fluorescence intensity quantification was performed on all images, and then spreads were grouped based on prophase I substage. An ordinary ANOVA with multiple comparisons was used to compare TAF4b intensity among substage groups (Fig. 2A). An unpaired two-tailed *t*-test was used to compare intensity between substage groups (Fig. 2B) and genotypes at each substage (Fig. 5). For all graphs, dots represent individual spreads measured, bar height represents the sample mean and error bars represent s.e.m. All statistical analyses and graphs were generated using Graphpad/Prism version 10.1.1.

For data shown in Fig. S3, RAD51 foci were counted manually for each spread. Spreads were then grouped based on prophase I substage, and RAD51 foci counts were compared between *Taf4b^+/+^* and *Taf4b^−/−^*. An unpaired two-tailed *t*-test was used to compare foci numbers between genotypes at each substage. For all graphs, dots represent individual spreads measured, bar height represents the sample mean and error bars represent s.e.m. All statistical analyses and graphs were generated using Graphpad/Prism version 10.1.1.

### Embryonic ovary dissociation and fluorescence-activated cell sorting

To dissociate ovarian tissue into a single-cell suspension, embryonic ovaries were harvested, placed in 0.25% Trypsin/EDTA and incubated at 37°C for ∼45 min for E18.5, as previously described (Gura et al., 2020, 2022). Eppendorf tubes were subject to vigorous pipetting at 15 min intervals to dissociate tissue throughout incubation. Trypsin was neutralized with FBS. Cells were pelleted at 1500 rpm (221 ***g***) for 5 min, the supernatant was removed and cells were resuspended in 100 μl PBS. The cell suspension was strained through a 35 μm mesh cap into a FACS tube (Gibco, 352235). Propidium iodide (ThermoFisher, P3566) was added at a 1:100 dilution to the cell suspension as a live/dead distinguishing stain. Fluorescence-activated cell sorting (FACS) was performed using a Becton Dickinson FACSAria III in the Flow Cytometry and Cell Sorting Core Facility at Brown University. A negative control non-GFP^+^ mouse tissue was used for each experiment to establish an appropriate GFP signal baseline. Dead cells were discarded and the remaining cells were sorted into GFP^+^ and GFP^−^ samples in PBS at 4°C for each embryo.

For RNA-seq analysis, GFP^+^ cells from each individual embryo were kept in separate tubes and were then spun down at 1500 rpm for 5 min and then resuspended in 150 µl Trizol (ThermoFisher, 1556026). The number of cells for each sample sequenced can be found in Fig. S4. Samples were stored at −80°C.

### RNA-sequencing

Embryonic germ cells resuspended in Trizol were shipped to GENEWIZ/Azenta Life Sciences on dry ice. RNA extraction, sample QC, library preparation, sequencing reactions and initial bioinformatic analysis were conducted at GENEWIZ/Azenta Life Sciences. Total RNA was extracted from cells following the Trizol Reagent User Guide (Thermo Fisher Scientific). Extracted RNA samples were quantified using Qubit 2.0 Fluorometer (Life Technologies) and RNA integrity was checked using Agilent TapeStation 4200 (Agilent Technologies).

A SMARTSeq HT Ultra Low Input Kit was used for full-length cDNA synthesis and amplification (Clontech), and the Illumina Nextera XT library was used for sequencing library preparation. Briefly, cDNA was fragmented, and adaptor was added using Transposase, followed by limited-cycle PCR to enrich and add index to the cDNA fragments. Sequencing libraries were validated using the Agilent TapeStation, and quantified by using a Qubit fluorometer as well as by quantitative PCR (KAPA Biosystems, Wilmington, MA, USA). The sequencing libraries were multiplexed and clustered onto a flowcell on the Illumina NovaSeq instrument according to the manufacturer's instructions. The samples were sequenced using a 2×150 bp paired end (PE) configuration. Image analysis and base calling were conducted by the NovaSeq Control Software (NCS). Raw sequence data (.bcl files) generated from Illumina NovaSeq were converted into fastq files and de-multiplexed using Illumina bcl2fastq 2.20 software. One mis-match was allowed for index sequence identification.

### Bulk RNA-sequencing data analysis

All computational scripts used in this publication are available upon request. RNA sequencing data generated in this study have been deposited in GEO under accession number GSE285194. E16.5 *Taf4b^+/−^* and *Taf4b^−/−^* RNA sequencing data have been deposited in GEO under accession number GSE174366.

All raw fastq files were processed on Brown University's high-performance computing cluster. Reads were quality-trimmed and had adapters removed using Trim Galore! (v 0.6.6) with the parameters –nextera -q 10. Samples before and after trimming were analyzed using FastQC (v 0.11.9) for quality and then aligned to the Ensembl GRCm38 using HiSat2 (v 2.2.1) (Pertea et al., 2016). Resulting sam files were converted to bam files using Samtools (v 1.16.1) (Li et al., 2009).

To obtain TPMs for each sample, StringTie (v 2.2.1) was used with the optional parameters -A and -e. A gtf file for each sample was downloaded and, using RStudio (R v 4.3.2), TPMs of all samples were aggregated into one comma separated (csv) file using a custom R script. To create interactive Microsoft Excel files for exploring the TPMs of each dataset, the csv file of aggregated TPMs was saved as an Excel spreadsheet, colored tabs were added to set up different comparisons, and a flexible Excel function was created to adjust to gene name inputs. To explore the Excel files Tables S1 and S2, click on the ‘TPM_Quick_Calc’ tab highlighted in yellow and type the gene name of interest into the highlighted yellow boxes.

To obtain count tables, featurecounts (Subread v 2.0.2) was used (Liao et al., 2014). Metadata files for the dataset were created manually in Excel and saved as a csv file. These count tables were used to create PCA plots by variance-stabilizing transformation (vst) of the data in DESeq2 (v 1.42.0) and plotting by ggplot2 (v 3.5.0) (Love et al., 2014). DESeq2 was also used for differential gene expression analysis, with count tables and metadata files used as input. We accounted for potential litter effects in our mouse oocytes by setting it as a batch parameter in DESeq2. For the volcano plot, the output of DESeq2 was used and plotted using ggplot2. DEG lists were used for ClusterProfiler (v 4.10.0) input to create dotplots of significantly enriched GO categories for all DEGs, downregulated DEGs and upregulated DEGs. Heatmaps of curated gene lists were generated by using Complex Heatmap (v 2.18.0) using a z-score matrix of normalized counts generated by DESeq2 as input.

### Single cell RNA-sequencing data analysis

Samples from previously deposited datasets GSE136441, GSE128553, GSE130212 and GSE134339 were downloaded from GEO onto Brown University's high-performance computing cluster at the Center for Computation and Visualization. The fastq files from each dataset were aligned using Cell Ranger (v 6.0.0) count and then aggregated using Cell Ranger aggr. The resulting output from aggr was used as input for Seurat (v 3.9.9) in RStudio (R v 4.0.2) (Stuart et al., 2019). Seurat was used to select for high-quality high quality cells based on the following parameters: nFeature_RNA>1000, nCount_RNA<40,000 and percent.mt<20. These data were then passed to Monocle3 (v 0.2.3) for pseudotime analysis, and for generating uniform manifold approximation and projection (UMAP) and gene expression data (Cao et al., 2019; Qiu et al., 2017; Trapnell et al., 2014).

## Supplementary Material

10.1242/develop.205203_sup1 Supplementary information

Table S1. E18.5 Bulk RNA-seq Summary.

Table S2. E16.5 Bulk RNA-seq Summary.

# Supplementary material for: Coordinating meiotic prophase I progression and early oocyte differentiation
**Source:** Development. 2026 Apr 13;153(7):dev205203. doi: 10.1242/dev.205203
**Supplement:** Supplementary information

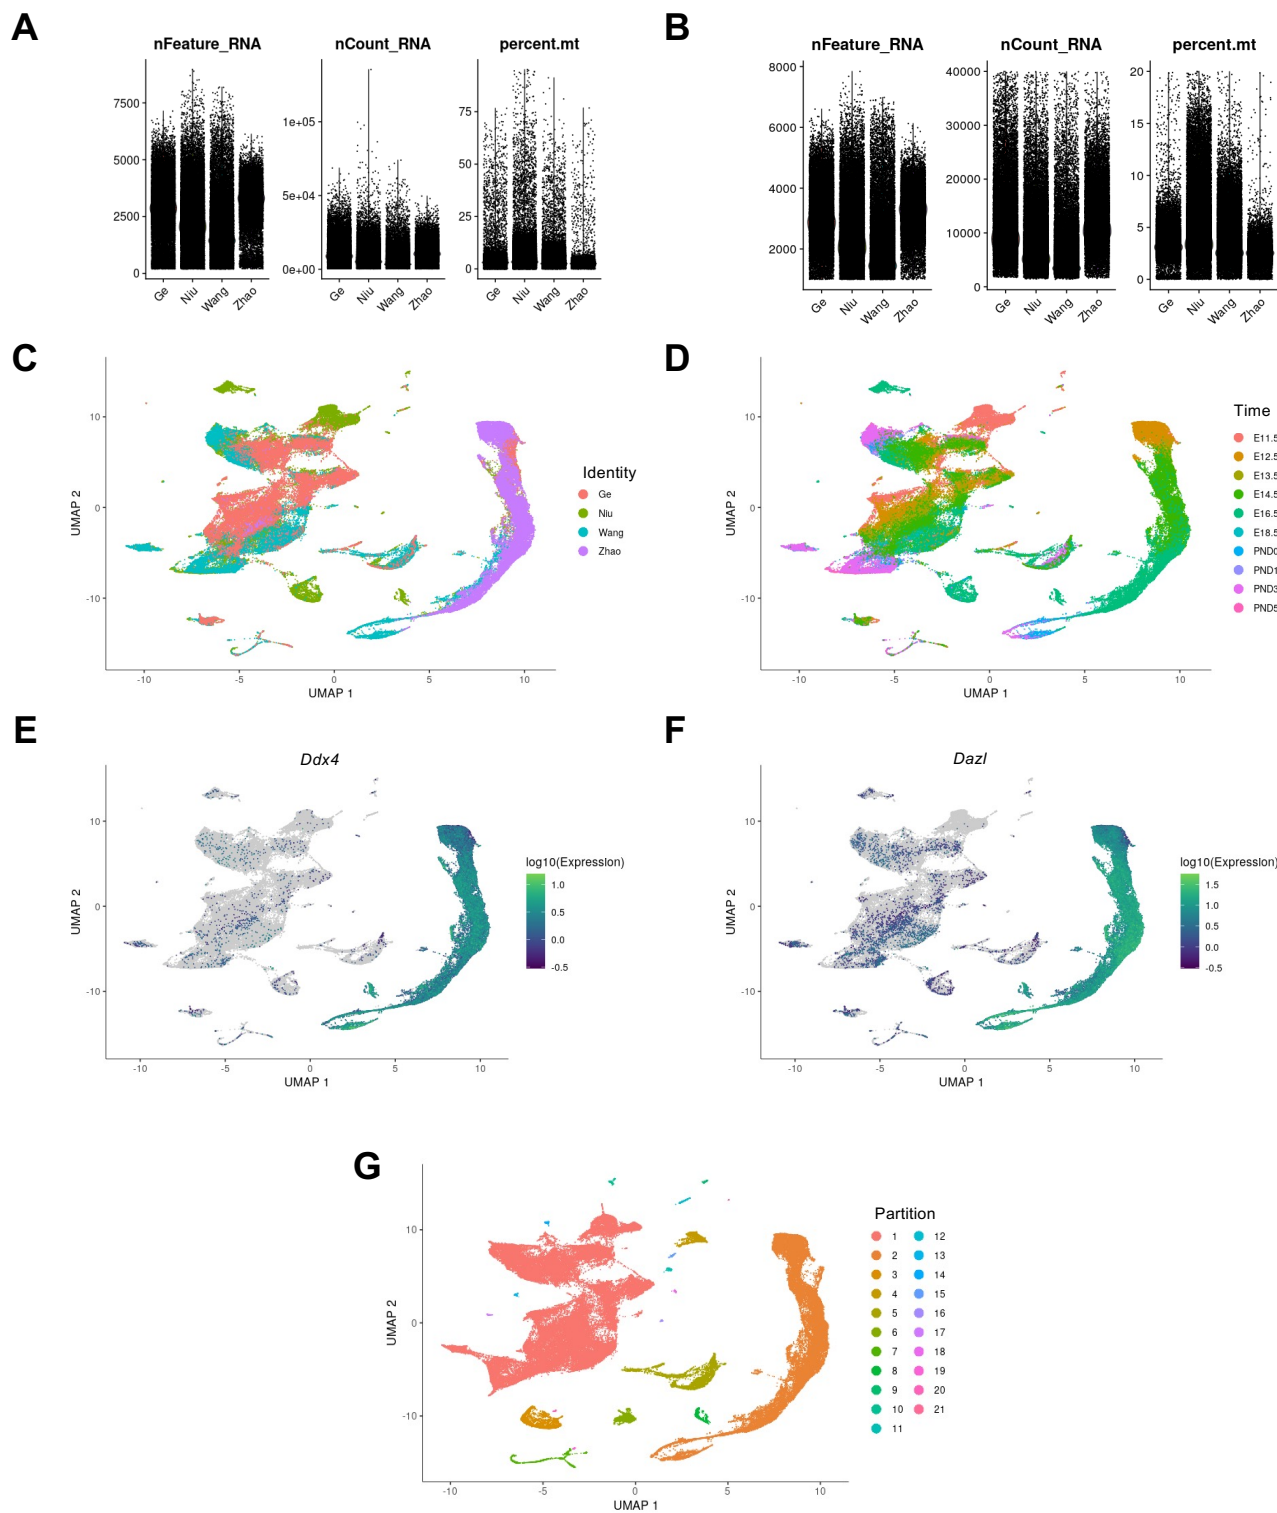

**Fig. S1. Overview scRNA-seq dataset integration.** Scattered boxplots showing the QC metric distributions of the four individual datasets before (A) and after (B) setting thresholds for number of features (nFeature), number of counts (nCount), and percent mitochondrial content (percent.mt). UMAP of all cells that passed QC colored by dataset origin (C) timepoint (D) log10 expression of germ cell markers *Ddx4* (E) or *Dazl* (F) and unbiased partition assignment (G).

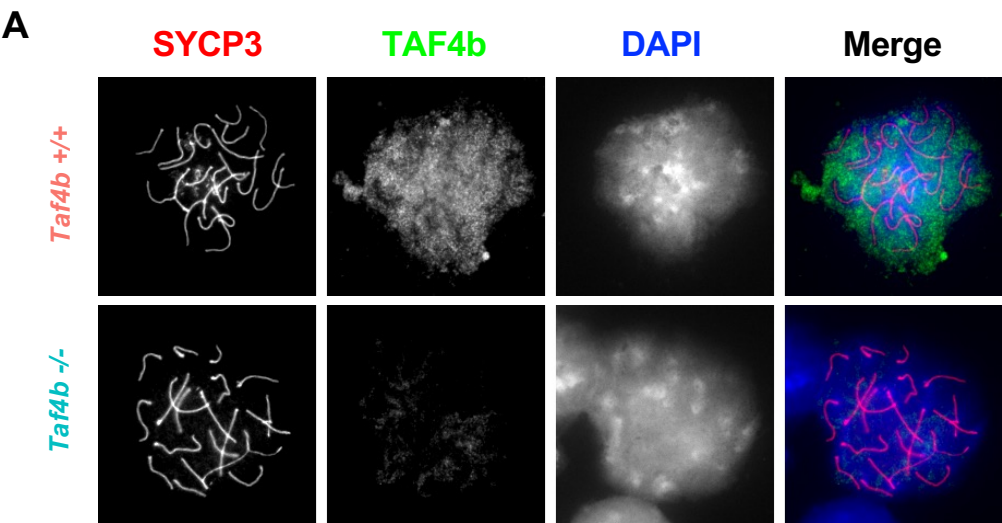

**Fig. S2. Validation of TAF4b antibody use in immunofluorescence.** (A) Images of pachytene chromatin spreads from *Taf4b*<sup>+/+</sup> (top) and *Taf4b*<sup>-/-</sup> (bottom) E18.5 ovaries stained for TAF4b (green), SYCP3 (red) and DAPI (blue).

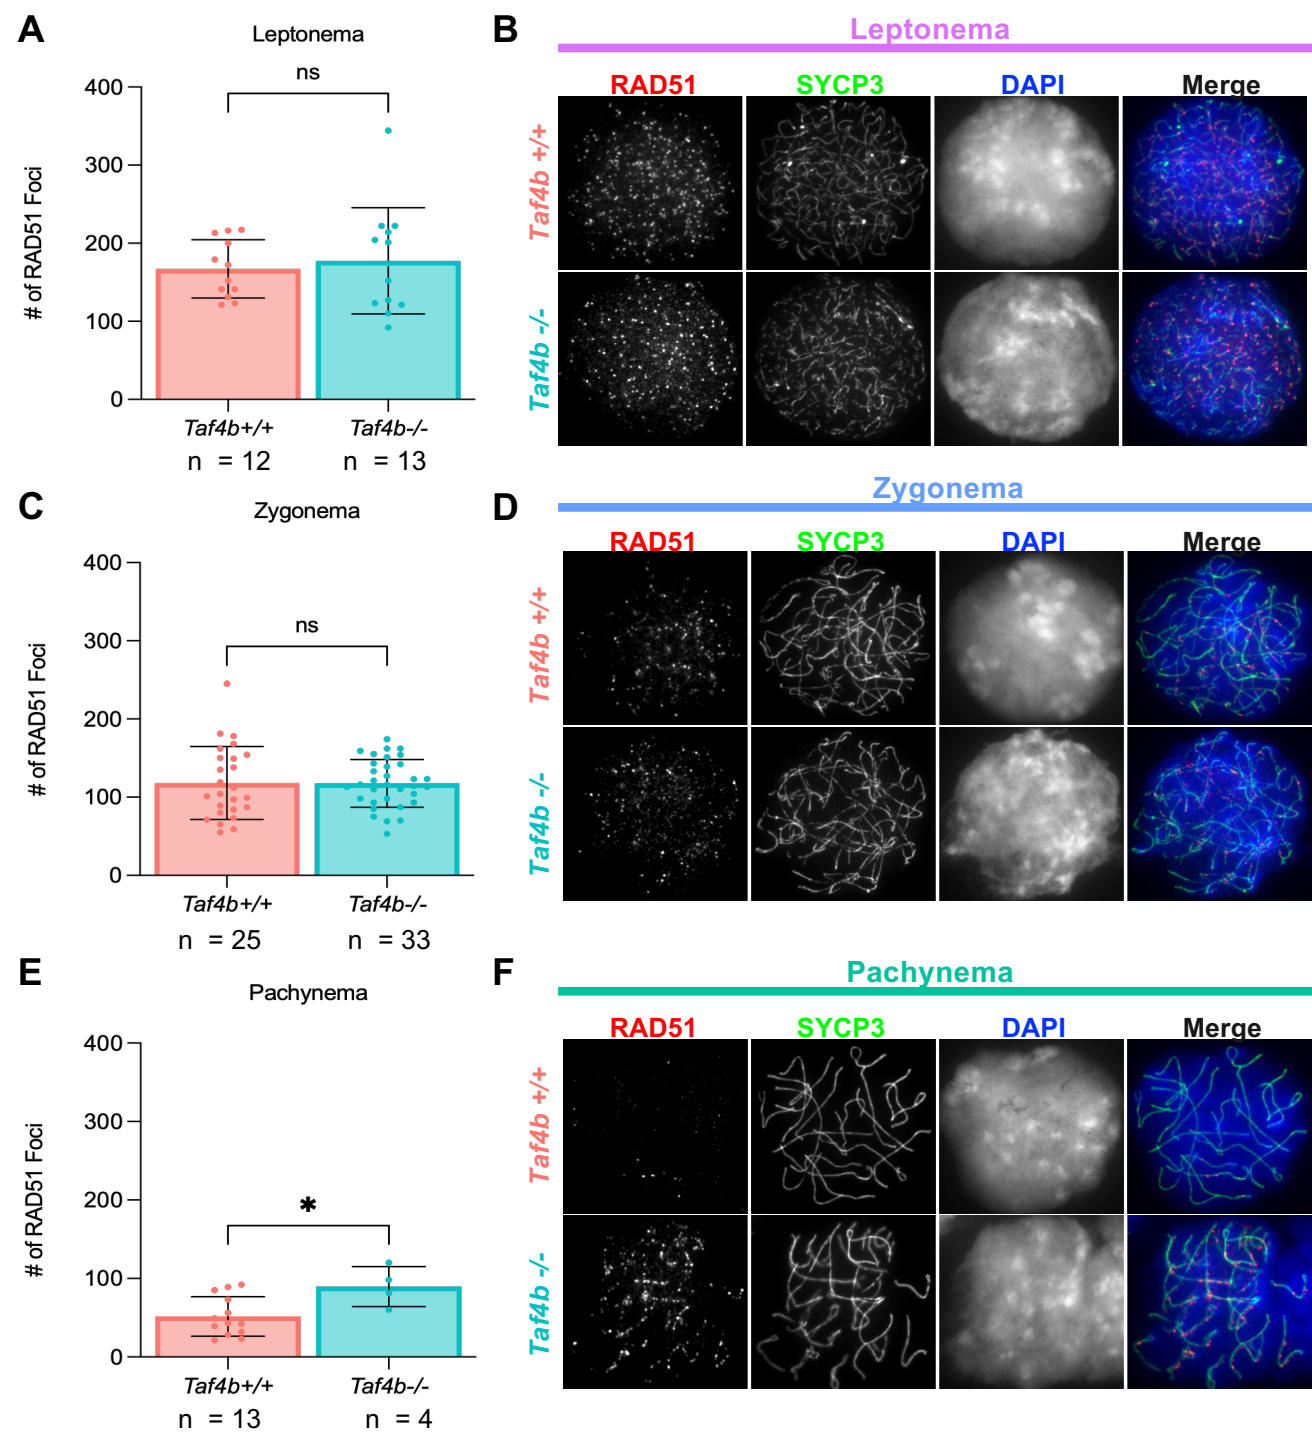

**Fig. S3. *Taf4b*<sup>-/-</sup> oocytes have elevated levels of RAD51 foci during pachynema.** Quantification of RAD51 foci in chromatin spreads during leptonema (A) zygonema (C) and pachynema (E). Spreads were pooled from two E16.5 mice per genotype, n = the number of spreads analyzed. Images of spreads stained with RAD51 (red) SYCP3 (green) and DAPI (blue) from each genotype during leptonema (B) zygonema (D) and pachynema (F). Dots represent individual spreads, bar height represents the sample mean, and error bars represent standard error of the mean. Statistical significance for stage specific comparisons was determined using a two-tailed T-test, ns=not significant, and \* p <0.05.

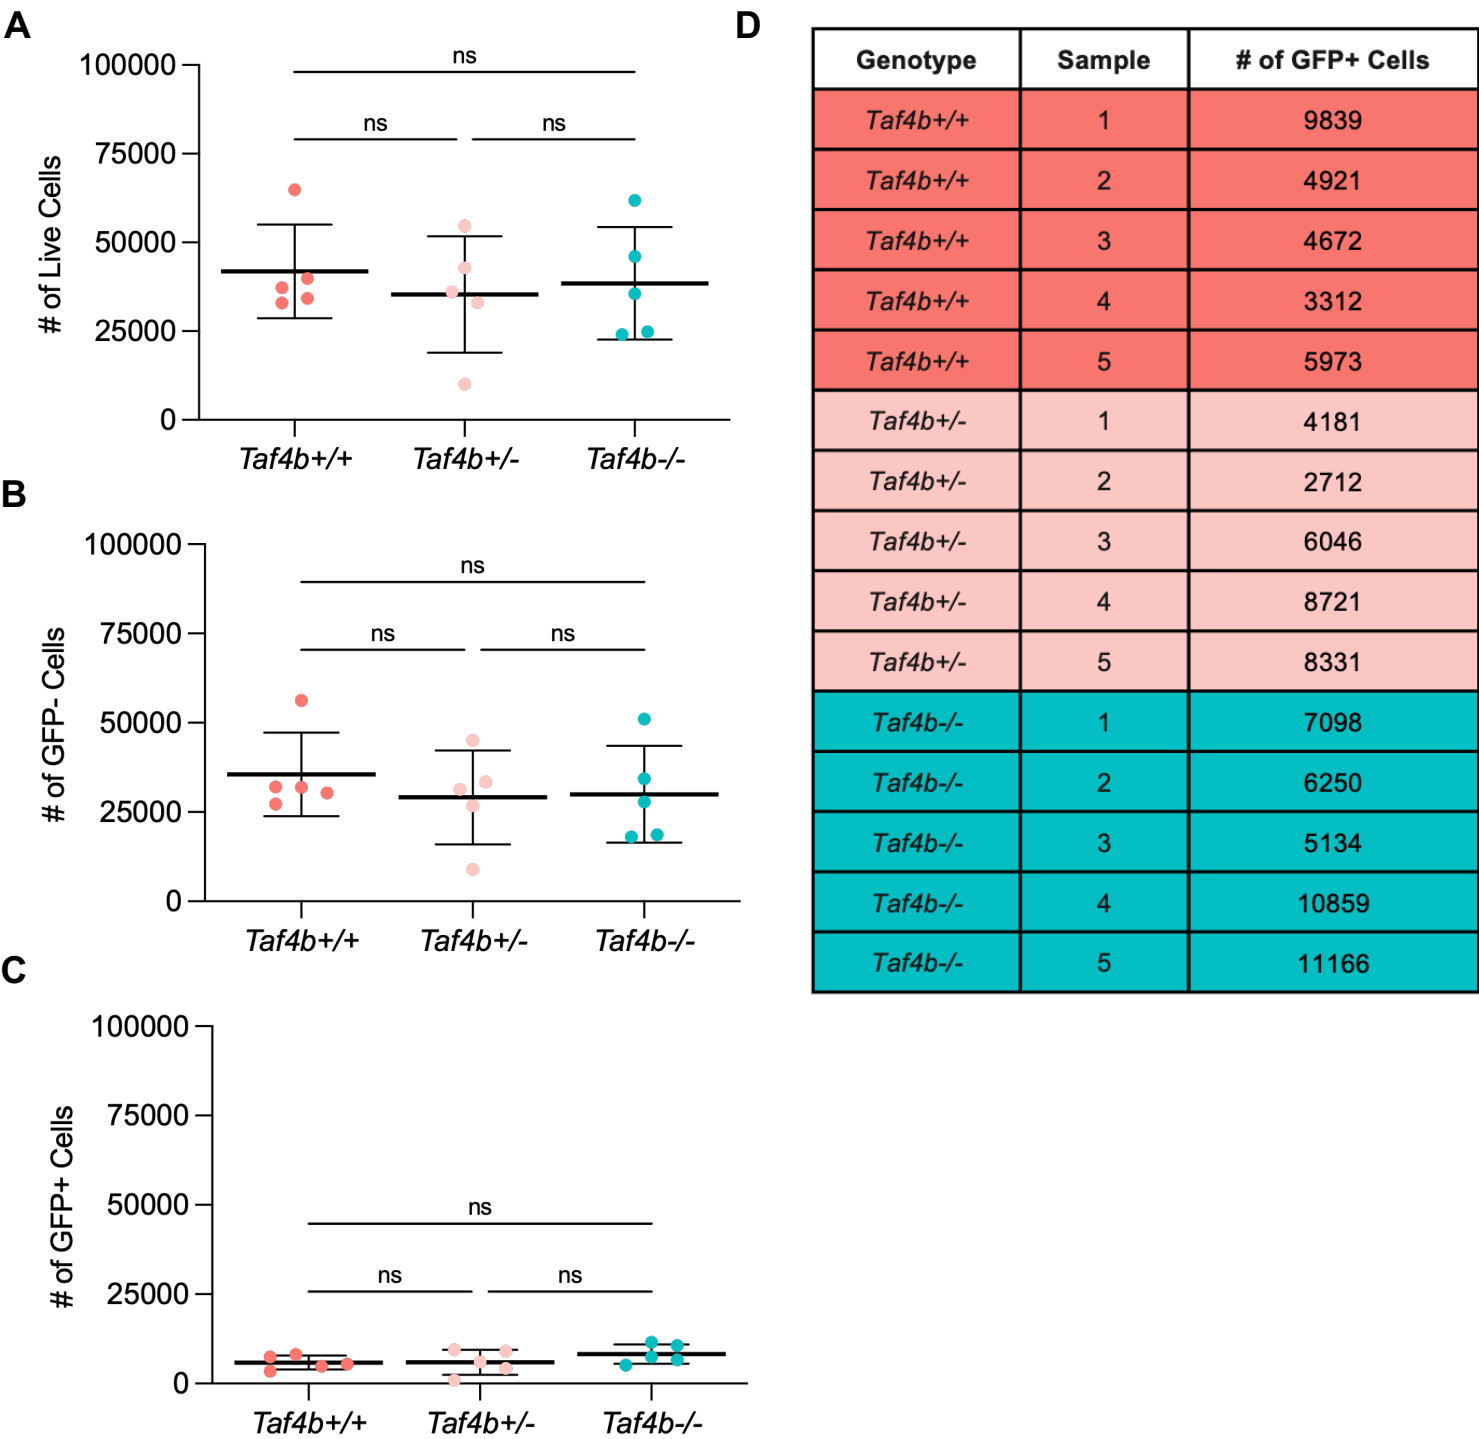

**Fig. S4. FACS summary of E18.5 samples sent for bulk RNA-seq.** Charts depicting the number of live (A) GFP<sup>-</sup> (B) and GFP<sup>+</sup> (C) cells collected per sample during FACS of E18.5 *Taf4b*<sup>+/+</sup>, *+/*-, or *-/-*;Oct4-EGFP ovaries. Dots represent an individual sample, bars represent sample mean, and error bars represent standard deviation. Statistical significance was determined using an ordinary one-way ANOVA with multiple comparisons, ns = not significant. (D) Table of GFP<sup>+</sup> cell numbers per sample submitted for bulk RNA-sequencing with Azenta/Genewiz.

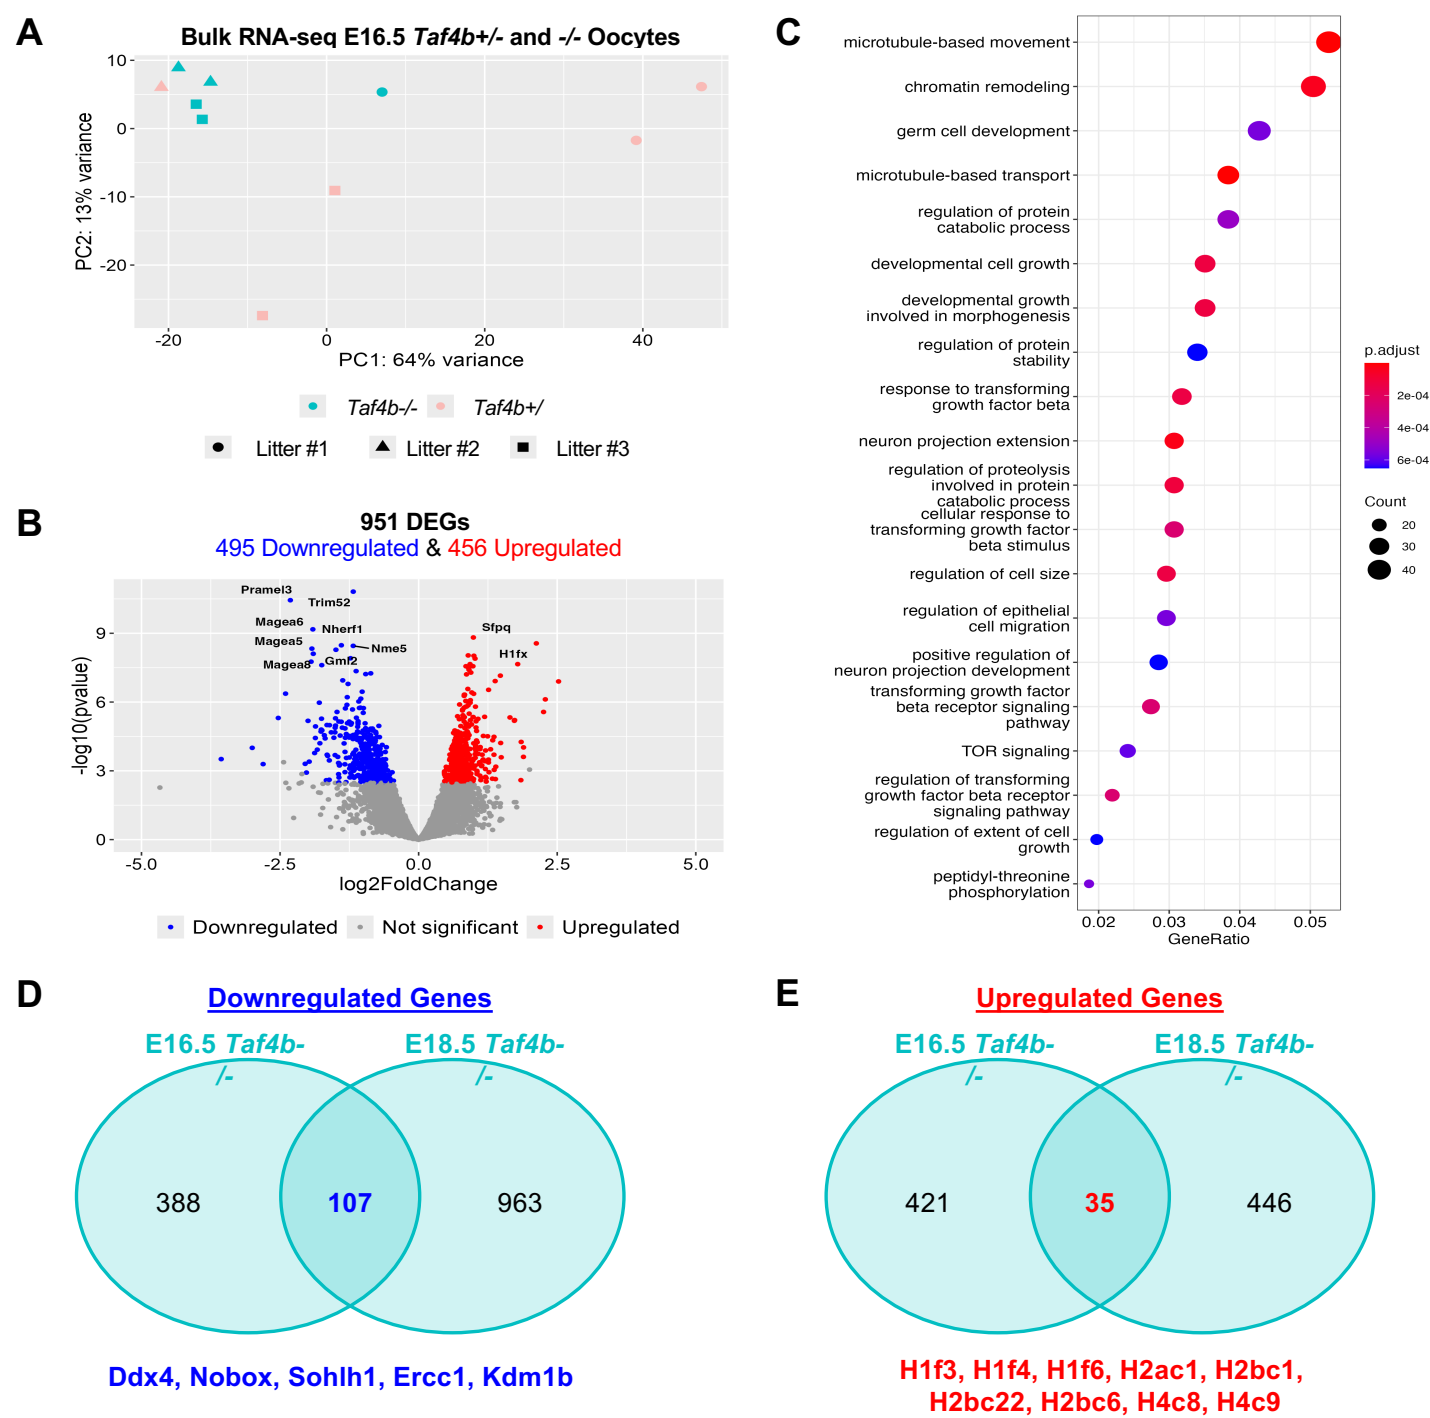

**Fig. S5. Comparison of *Taf4b*<sup>-/-</sup> DEGs at E16.5 and E18.5.** (A) PCA plot of E16.5 samples labelled based on genotype and collection date. (B) Volcano plot of DEGs (protein-coding, padj <0.05, avg TPM > 1) with top 10 most significant labelled. (C) Dotplot of GO biological process analysis of 951 DEGs. Venn diagram of genes that were downregulated (D) or upregulated (E) *Taf4b*<sup>-/-</sup> oocytes at E16.5 and E18.5. Full list of overlapping genes in each GO category can be found in **Table S2**.

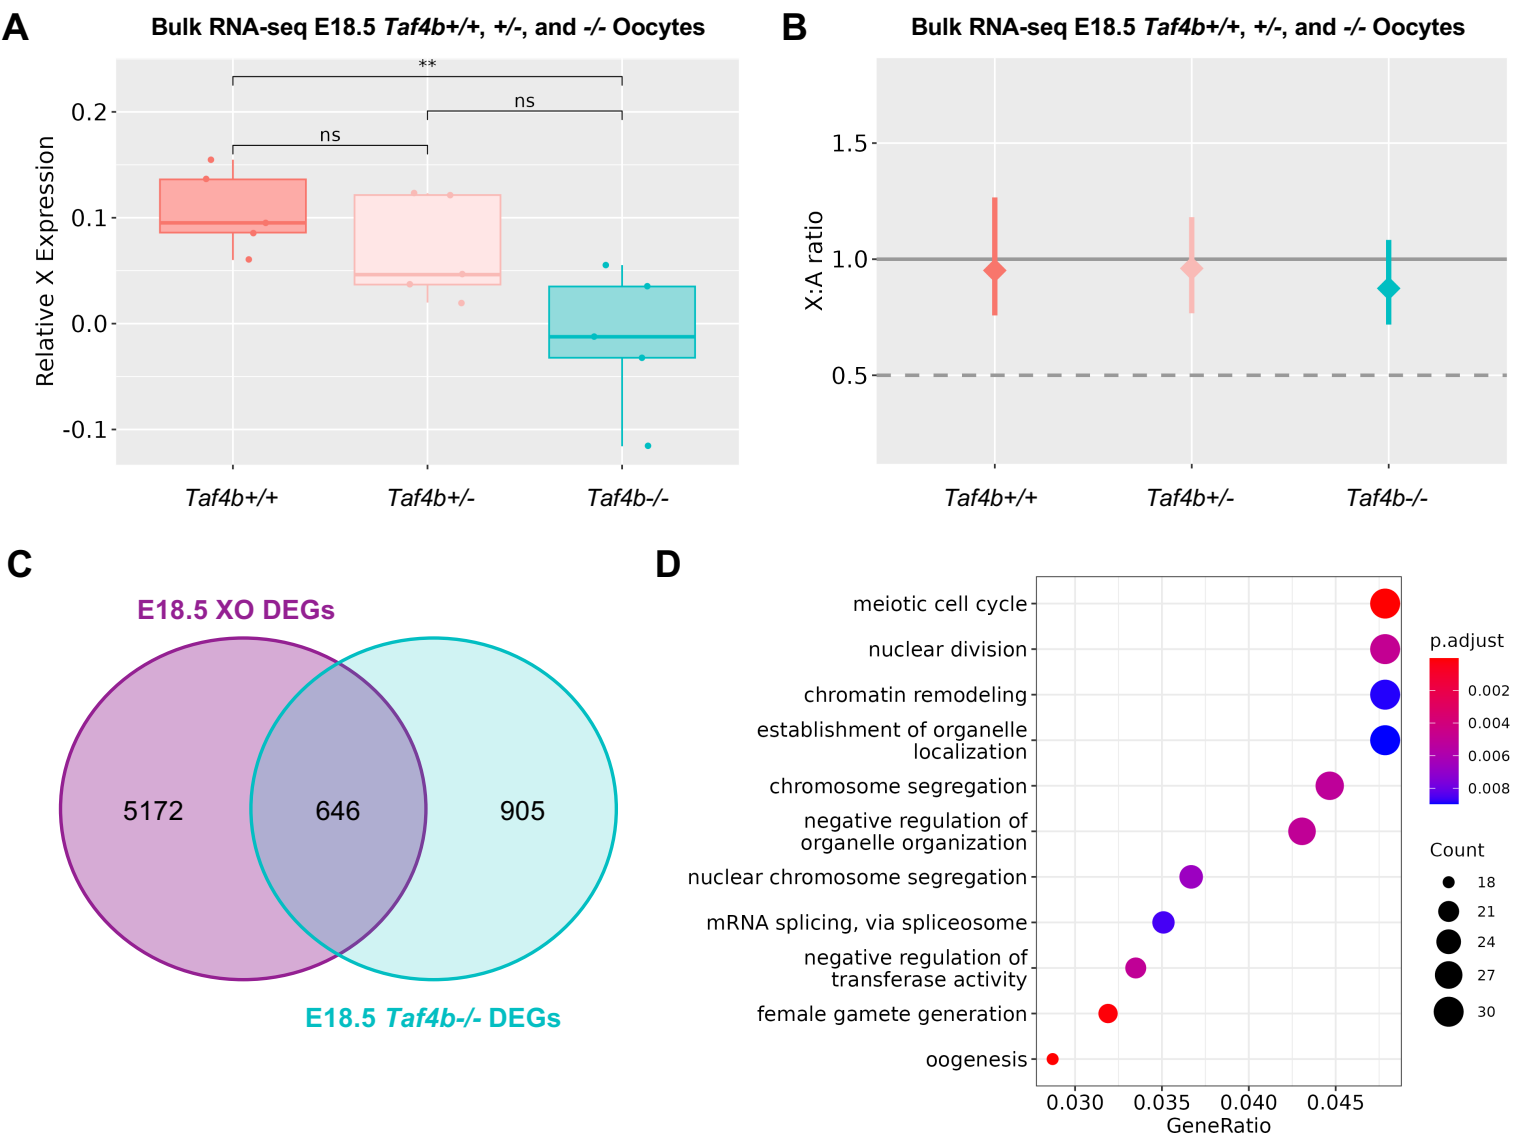

**Fig. S6. Reduced X chromosome expression in E18.5 *Taf4b*<sup>-/-</sup> oocytes.** (A) Box plots of relative X expression (RXE) calculations after filtering for avg TPM > 1 and adding pseudocounts for log transformation of *Taf4b*<sup>+/+</sup>, *+/*-, and *-/-* samples. Statistical significance was determined using Welch's T-test, \*\* p < 0.01. Boxplot shows interquartile range from 25<sup>th</sup> to 75<sup>th</sup> percentile and median (solid line), whiskers represent the minimum and maximum values, and dots represent individual samples. (B) X:A ratio plot comparing *Taf4b*<sup>+/+</sup>, *+/*-, and *-/-* samples based on pairwise CI calculations performed after filtering for avg TPM > 1. Solid gray line represents full dosage compensation between X chromosomes and autosomes. Dashed gray line represents half dosage compensation of the X chromosome with the autosomes. Median as well as upper and lower confidence intervals are plotted. (C) Venn diagram of E18.5 *Taf4b*<sup>-/-</sup> DEG list compared with E18.5 XO DEGs (protein-coding, padj < 0.05, avg TPM > 1) published previously (ref). (D) Dotplot of GO biological process analysis of the 642 DEGs shared between E18.5 *Taf4b*<sup>-/-</sup> and E18.5 XO oocytes.

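The values per library show how far the genotypes overlap. The *Taf4b-/-* libraries 1 to 5 had a relative X expression of 0.082, 0.022, 0.063, 0.0066 and −0.093. The *Taf4b+/-* libraries had 0.038, 0.133, 0.120, 0.052 and 0.057, and the *Taf4b+/+* libraries 0.117, 0.090, 0.111, 0.121 and 0.089. All 5 *Taf4b-/-* values were below the lowest *Taf4b+/+* value, while 2 of them were above the lowest 3 of *Taf4b+/-*. The sizes rest on the pseudocount, because log2(TPM + 1) compresses low values.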

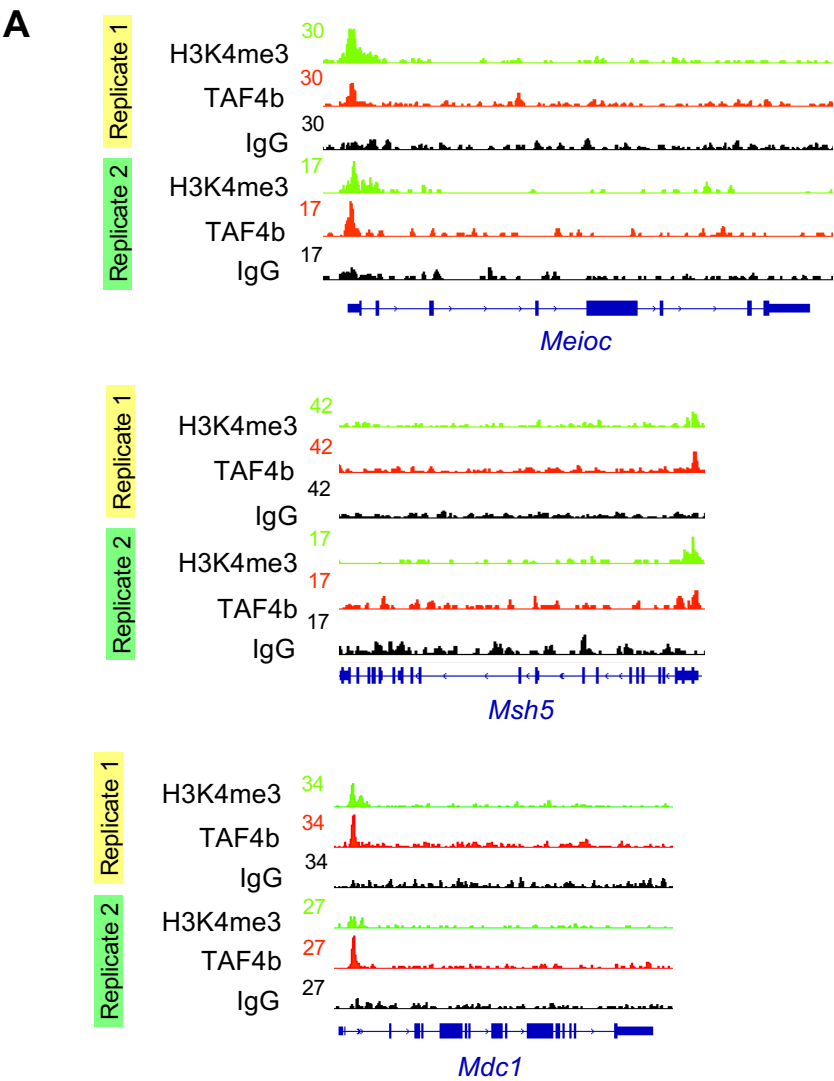

**Fig. S7. E18.5 *Taf4b*<sup>-/-</sup> DEGs found as direct targets of TAF4b in E16.5 CUT&RUN.** (A) Genome browser tracks show TAF4b and Hsk4me3 signal at *Meioc*, *Msh5*, and *Mdc1* loci which were E18.5 DEGs that had a TAF4b promoter-TSS called in both replicates of our E16.5 CUT&RUN data. Tracks are derived from processed CUT&RUN data previously published in Gura et al 2022

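At E18.5, *Msh5* (chromosome 17 of GRCm38, 35028605 to 35046745) had 48.5 ± 17.1 CPM in *Taf4b-/-* (SD, n = 5) and 29.0 ± 7.07 CPM in the controls (SD, n = 10), a log2 fold change of 0.74 (standard error 0.191, edgeR adjusted p = 0.0109). Without *Taf4b-/-* replicate 5 it was 0.54 (edgeR adjusted p = 0.0728), and without *Taf4b-/-* replicate 2 it was 0.59 (edgeR adjusted p = 0.0618). *Mdc1* (chromosome 17, 35841515 to 35859670) had 195 ± 17.6 and 181 ± 21.5 CPM, a difference inside the spread between libraries (log2 fold change 0.10, standard error 0.103, edgeR adjusted p = 0.609). *Meioc* is on chromosome 11. The chromatin data of E16.5 were not analysed here.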

**Table S1. E18.5 Bulk RNA-seq Summary.**

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205203#supplementary-data>

**Table S2. E16.5 Bulk RNA-seq Summary.**

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205203#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

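The data are RNA-seq libraries of oocytes sorted by Oct4-EGFP fluorescence at E18.5 from the ovary pairs of 5 *Taf4b+/+*, 5 *Taf4b+/-* and 5 *Taf4b-/-* embryos. The authors trimmed the reads with Trim Galore, aligned them to GRCm38 with HISAT2 and counted them per gene with featureCounts. The deposited values are these counts, whole numbers without normalization, in 1 table of 55536 genes and 15 libraries. The paper's text names no annotation release and no options of featureCounts, so whether the counting used strand or shared reads between copies is not known. The gene identifiers are those of GENCODE release M21, which gave coordinates, gene types and the length of merged exons. Reads were not analysed here, and neither were the E16.5, XO and chromatin data that the paper compares with these libraries.

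Between 12422827 and 20167512 reads per library were counted on genes, and 29607 to 40299 genes per library had a count. The 10 most abundant genes held 3.68% to 8.46% of a library's counts, mitochondrial genes 1.49% to 7.27%. The kit adds no molecular identifiers, so counting error alone understates the error of low genes, and the spread between libraries was used for each test. Replicates of a genotype were compared by a chi-square test over genes, and each pair differed by more than sampling noise (chi-square per degree of freedom 9.28 to 89.3). Libraries of separate embryos would differ by more than that in any case. The test thus shows only that no library repeats another of its genotype, and it does not judge their quality. All 15 libraries were kept. The labels give each library's genotype and a replicate number from 1 to 5, and no litter. The paper used the litter as a batch in DESeq2, a step that could not be repeated here.

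Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. The main test was edgeR's quasi-likelihood F test after TMM scaling (factors 0.923 to 1.06), with the 5 *Taf4b-/-* libraries in 1 arm and the 10 control libraries in the other, over the 23366 genes that passed filterByExpr. Adjusted p-values are Benjamini-Hochberg values over these genes. DEGs met the paper's thresholds (protein-coding, average TPM above 1, adjusted p below 0.05, absolute log2 fold change above 0.6). The authors computed TPM from aligned reads, whereas here it was computed from the counts and exon lengths. Of the protein-coding genes that passed filterByExpr, 13270 had an average above 1, while the paper lists 12877 genes. Pairs of genotypes were compared in a fit with 3 groups. Principal components used DESeq2's variance-stabilized counts of the 500 most variable genes. Relative X chromosome expression used log2(TPM + 1), because the paper's text gives the filter and a pseudocount but no formula. Gene lists were tested with limma's fry and camera on log2 CPM. Differences of single values between groups were tested with two-sided exact permutation tests, and correlations with 100000 permutations. The result of each test across genes was also compared over 100 splits of the libraries, the real one included.

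The text names every gene that the paper names for the E18.5 RNA-seq, the genes labelled in Fig. 6B, and the 5 highest and 5 lowest fold changes among DEGs whose 5 *Taf4b-/-* libraries all lie outside the control range. A gene that this rule covers is not reported here. Lists of prophase I genes, oocyte differentiation genes, pregranulosa, stroma, erythroid and immune or endothelial markers, the genes of Fig. 7 and the germ cell markers of Fig. 1 were written before the data were examined, as were the design of each test and its alternatives. Lists of replicating-cell genes, of Integrator subunits and of histone 3′ end processing factors were written later. Of the 222 gene names copied from the paper or put in these lists, 205 matched the annotation by symbol and 16 by a synonym at the same position, and *H2bc6* had no single match and was left out.

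The alternatives were DESeq2's Wald test, limma-voom, a test against the fold-change threshold itself, other scalings and centring, no filter on low counts, other thresholds and gene types, 1 surrogate variable or the number of sorted cells as a covariate, a correction for gene length, a fit with the replicate number as a block, and each library left out in turn. For the X chromosome they were the pseudocount, the filter, the median and CPM. A correction for GC content and a restriction of the X chromosome measure to protein-coding genes were added after seeing the data. The gene tests, the list tests, the comparison of DEGs in *Taf4b+/-* and the X chromosome measure were tested on data simulated from the means and library sizes of these libraries. With 200 genes changed, the edgeR test called 71.5% of the changed genes and 1 unchanged gene, and DESeq2 78.5% and 9. In the fit with 3 groups, 56.5% of the genes changed between *Taf4b-/-* and *Taf4b+/+* were called. Of 20 lists of 40 unchanged genes, fry called 1 and camera 0.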

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

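The tests of short transcripts, of replicating-cell genes, of 3′ end processing factors and of the levels of *Rdm1* and *Arl4d* against their snRNA neighbours were chosen only after the result was seen.

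The first pattern is in snRNA genes, which the paper does not discuss. Of 49 snRNA genes tested, 9 were higher and 1 was lower in *Taf4b-/-* at an edgeR adjusted p below 0.05. Their summed level was 390 ± 155 CPM in *Taf4b-/-* (SD, n = 5) and 88.3 ± 28.2 CPM in the controls (SD, n = 10), a log2 ratio of 2.12, with all 5 *Taf4b-/-* libraries above all controls (two-sided exact permutation test, p = 0.000333). *Gm23849* held most of it, at 269 ± 116 against 13.1 ± 6.73 CPM. It lies on chromosome 11 of GRCm38 from 101627366 to 101627556, inside *Rdm1* on the same strand. Its log2 fold change of 4.36 was close to the 4.39 of *Rdm1*, and reads of *Rdm1* outside its exons could have been counted on it. The size of the summed rise thus rests mainly on a gene whose reads cannot be told apart from those of *Rdm1*. Further genes were *Rnu2-10* (chromosome 11, 101658238 to 101658428, log2 fold change 4.12), *Gm24407* (chromosome 5, 115490254 to 115490394, 3.98) and *Rnu12* (chromosome 15, 83149644 to 83149794, 2.88), named here after their values were seen. Over all snRNA genes the median log2 fold change was 0.26, with 0 genes at or under 3 counts in all libraries of an arm, so the change sits in a minority of them.

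The tables argue against several technical sources. The 9 genes were still past the threshold under each of 3 other scalings between libraries. Reads that only moved between copies would leave the sum unchanged, and the sum rose by the log2 ratio of 2.12, mostly through *Gm23849*. A better recovery of short transcripts would raise other short noncoding RNAs alike, and 1.87% of 107 such genes were higher, against 18.4% of the snRNA genes. No other of 100 splits of the 15 libraries gave as many higher snRNA genes (1 of 100, the real split, and at most 0 in the others). SMART-Seq primes on poly(A) tails, which mature snRNAs lack, so a candidate explanation is that more snRNA transcripts in *Taf4b-/-* oocytes carry a tail or read through their ends. Whether the mRNA of the Integrator subunits, which form these ends, is lower stays open. The median log2 fold change of 14 subunits was 0.0033, with 3 higher and 0 lower at an edgeR adjusted p below 0.05, but they moved in both directions. Adjusted over the list alone, 3 were higher (*Ints5*, *Ints6* and *Ints11*) and 3 lower, the latter *Ints12* (−0.39), *Ints7* (−0.33) and *Ints13* (−0.28), named after their values were seen. Protein levels were not measured, and the explanation is otherwise untested.

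*Grcc10*, *Rdm1* and *Arl4d*, the 3 strongest DEGs by p, contain or adjoin snRNA genes. Reads within the annotated snRNA genes do not supply the rise of *Rdm1* or *Arl4d*, which share no exon with them. *Rdm1* rose by 581 ± 158 CPM (SD, n = 5), at least 1.42 times the level counted in the same library on the 3 snRNA genes within 10 kb, and *Arl4d* by 44.9 ± 10.8 CPM (SD, n = 5), at least 4.43 times that of *Rnu2-10*, which ends 7113 bp upstream. *Rnu7* lies within an exon of *Grcc10* and had 0 counts in every library. Transcripts that run past the ends of snRNA genes would be counted on the genes they enter, and whether the genes' own transcripts rose cannot be told apart from such reads of their neighbours. Of 53 other protein-coding genes within 10 kb of a tested snRNA gene, 4 were higher DEGs (7.55%), against 4.78% elsewhere (Fisher's exact test, p = 0.321). Near the 9 higher snRNA genes there are 7 such genes, of which 2 were higher DEGs, *Cib4* (log2 fold change 1.29) and *Osgep* (0.73), too few to decide.

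The second pattern is in genes of the histone clusters, those with a *Hist* symbol in the annotation, beyond those the paper names. Of 34 such genes tested, 15 were higher and 0 lower in *Taf4b-/-* at an edgeR adjusted p below 0.05, with 18 higher by DESeq2. Their summed level was 171 ± 19.5 CPM in *Taf4b-/-* (SD, n = 5) against 51.4 ± 7.97 CPM in the controls (SD, n = 10), a log2 ratio of 1.75, with 5 of 5 *Taf4b-/-* libraries above all controls (two-sided exact permutation test, p = 0.000333). Over all 42 cluster genes tested, 22 were higher and 0 lower, with a median log2 fold change of 1.23, with 0 genes at or under 3 counts in all libraries of an arm, and a log2 ratio of the sums of 1.90. Histone genes outside the clusters are not in these counts and did not all rise, as the oocyte linker histone gene *H1f8* was lower (log2 fold change −2.83, edgeR adjusted p = 0.000718) and *H2ax* (1.97) and *H3f3b* (0.94) were higher.

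The 22 genes were past the threshold under each of 3 other scalings. Reads exchanged between near-identical copies would leave the sum of the cluster genes in place, and it rose by the log2 ratio of 1.90. Of 10000 sets of protein-coding genes matched on length, GC content and level, the highest median was 0.44, so these properties do not account for the 1.23. Histone mRNA is made in replicating cells, and more of these would raise their other transcripts as well. The median of 13 replicating-cell genes was 0.23, with 4 higher and 1 lower at an edgeR adjusted p below 0.05, and their summed level rose by a log2 ratio of 0.27 (two-sided exact permutation test, p = 0.00566). The sum of these 13 genes already stood at 1387 CPM in the controls, against 74.3 CPM for the cluster genes. Added replicating cells could thus raise the cluster genes by a larger ratio, so this comparison does not exclude them as a source. The real split was the only 1 of 100 with as many higher cluster genes, and the others gave at most 12, in a split that kept 4 of the 5 *Taf4b-/-* libraries together. Lower mRNA of the factors that form the ends of histone transcripts is argued against, as 8 such genes had a median log2 fold change of 0.17, with 2 higher (*Slbp* and *Zfp473*) and 0 lower at an edgeR adjusted p below 0.05, and 3 and 0 when adjusted over the list alone. As a set they were higher by limma's fry (p-value 0.00656) and camera (0.0443), although the fry p-value was above 0.05 in 4 of 15 fits that left out 1 library, at most 0.129 without *Taf4b-/-* replicate 5. More replicating cells stay open as a source, and the other sources tested were argued against. A rise of polyadenylated transcripts of the histone clusters in *Taf4b-/-* oocytes may be biological. This remains a hypothesis, found and tested in the same libraries.

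5 named genes had 1 library far from the other 4 of its genotype, measured as the gap to the nearest library over the whole range of the log2 CPM values, where chance exceeds 0.71 in 1 of 20 groups. The ratio was 0.791 for *Majin* in *Taf4b+/-* replicate 5 (36.5 CPM, against 58.9 to 66.8 in the others), 0.715 for *H2ac1* in *Taf4b+/+* replicate 5 (0.181 CPM), 0.843 for *H4c8* in *Taf4b+/+* replicate 3 (0 counts), 0.760 for *Ddx4* in *Taf4b-/-* replicate 4 (395 CPM, against 297 to 318) and 0.845 for *Th* in *Taf4b-/-* replicate 2 (0.774 CPM, against 2.68 to 3.34). Among 174 groups tested, 5 is fewer than the 8.7 that chance gives. *H2ac1* and *H4c8* have few counts in the controls, where counting error is large. No biological explanation was tested for single libraries.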

How the results depend on the processing

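The correction for GC content and the restriction to protein-coding genes on the X chromosome are the only alternatives here chosen after seeing the data.

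Among the settings that kept all libraries, the count of 1626 DEGs moved by more than 1.5 times only where the fold-change threshold was changed. Testing against a log2 fold change of 0.6 gave 380 DEGs (277 lower, 103 higher), and no threshold on the fold change gave 2695 (1495 lower, 1200 higher). An adjusted p below 0.01 gave 406 higher DEGs. Upper-quartile scaling gave 53.8% lower DEGs and centring 65.3%, against 60.8%. The correction for GC content gave 1665 DEGs.

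Leaving out each of the 15 libraries in turn gave 1429 to 1856 DEGs, 905 to 1092 lower ones and 383 to 845 higher ones. The higher count was 383 without *Taf4b-/-* replicate 5 and 418 without *Taf4b-/-* replicate 4, and the cause was not tested. The ranges were 1246 to 1830 DEGs for *Taf4b-/-* against *Taf4b+/+*, 845 to 1463 for *Taf4b-/-* against *Taf4b+/-* and 0 to 0 for *Taf4b+/-* against *Taf4b+/+*. Without a filter on low counts, *Taf4b+/-* against *Taf4b+/+* gave 1 DEG. The distance between the medians of the DEGs in *Taf4b+/-* ran from 0.18 to 0.34 (exact permutation p from 0.0794 to 0.341).

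The X chromosome result depended on how it was summarised. With the median of log2 values, *Taf4b-/-* differed from the controls by −0.051 (exact permutation p = 0.170) and from *Taf4b+/+* by −0.062 (exact permutation p = 0.175). With a pseudocount of 0.1, the difference from *Taf4b+/+* was −0.096 (exact permutation p = 0.0635), and with protein-coding genes only it was −0.102 (exact permutation p = 0.0873). Above 10 TPM, the difference from *Taf4b+/-* was −0.132 (exact permutation p = 0.0397). The cause was not tested in any of these. Leaving out 1 library gave −0.096 to −0.046 against the controls, −0.112 to −0.057 against *Taf4b+/+*, −0.080 to −0.034 against *Taf4b+/-* and −0.040 to −0.014 between *Taf4b+/-* and *Taf4b+/+*. The ends near 0 of the first 3 were those without *Taf4b-/-* replicate 5.

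The first principal component held 24.2% of the variance over all genes that passed the filter and 35.8% on log2 CPM, and the cause was not tested. The 63 genes of Fig. 7 kept their direction in each fit, and 49 to 56 were DEGs when 1 library was left out. The median of the oocyte differentiation genes ran from −1.65 to −1.41. That of the prophase I genes ran from 0.14 to 0.29, and their fry p was above 0.05 without *Taf4b-/-* replicate 2 (0.110), 4 (0.0653) or 5 (0.108) and without *Taf4b+/-* replicate 1 (0.0627) or 4 (0.0626), while their camera p stayed between 0.000402 and 0.0154.

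Replicate numbers do not pair the libraries. The deviations of libraries with the same number from their genotype means had correlations of −0.32 to 0.32 over 15 pairs (median 0.0017), and 4 pairs were above 0.1. With the replicate number as a block there were 1561 DEGs (960 lower, 601 higher), 1521 between *Taf4b-/-* and *Taf4b+/+*, 949 between *Taf4b-/-* and *Taf4b+/-* and 0 between *Taf4b+/-* and *Taf4b+/+*, and 54 of the Fig. 7 genes were DEGs. The medians were 0.23 for the prophase I genes and −1.38 for the oocyte differentiation genes, and no named gene changed its side of an adjusted p of 0.05, while *Mus81*, at −0.61, passed the threshold on the fold change as well.

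For 50 named genes, 993 comparisons with alternatives were made. In 954 of them the gene kept its direction and its side of the adjusted p of 0.05, in 38 it no longer passed it, in 1 it passed it only under the alternative and in 0 it reversed. 40 genes never changed. Of the 38 losses, 27 came from leaving out a library and 9 from using only the 5 *Taf4b+/-* libraries as controls, which also lowers the number of libraries. Counts limit the histone genes and *Zp3*, *Omt2a* and *Tcl1b2*, with a few CPM or fewer in 1 arm, where fold changes are least precise.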

Differences from the paper's values

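All tests here but the restriction of the X chromosome to protein-coding genes and the GC correction were chosen before the result was seen.

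Of the named genes, 10 are in the part of the paper's Table S1 used here, and 2 of them differed. A value was counted as differing where its distance from the paper's exceeded the larger of the 2 standard errors, or where the signs differed. For *Brme1* the paper's log2 fold change is 0.62, with a standard error of 0.198, and the value here 0.86. The distance came under that error, though not to 0, with the replicate number as a block (0.81), with only *Taf4b+/+* controls (0.76), and without *Taf4b-/-* replicate 4 (0.77), *Taf4b-/-* replicate 5 (0.64) or *Taf4b+/+* replicate 2 (0.80). It stayed over it with DESeq2's Wald test (0.87), with DESeq2's size factors in edgeR, with only *Taf4b+/-* controls (0.88) or with any other library left out. For *Ercc1* the paper's value is −1.59, with a standard error of 0.227, and the value here −1.21. Among the alternatives set before the data were examined, leaving out *Taf4b-/-* replicate 5 brought it within that error (−1.47), and DESeq2's Wald test (−1.20), the replicate block (−1.26), DESeq2's size factors in edgeR (−1.20), only *Taf4b+/+* controls (−1.31), only *Taf4b+/-* controls (−1.17) and each other library left out did not.

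The paper's median relative X expression of *Taf4b+/+* is about 0.095 in Fig. S6A, read by eye, and here it was 0.111. That of *Taf4b-/-* is about −0.012 in Fig. S6A, read by eye, against 0.022. Here a distance counted where it exceeded the SD between the libraries of a genotype, 0.0153 for *Taf4b+/+* and 0.0683 for *Taf4b-/-*. The distance for *Taf4b+/+* is just over it, and that for *Taf4b-/-* is within it, where only the sign differs. For *Taf4b+/+* the distance came within the SD in the fits without *Taf4b-/-* replicate 4, *Taf4b+/-* replicate 3, *Taf4b+/-* replicate 4, and *Taf4b+/+* replicates 2, 3, 4 and 5, from 0.090 to 0.108, and under none of the other alternatives set before the data were examined. For *Taf4b-/-* the sign was the paper's, with a distance within the SD, with a pseudocount of 0.1 (−0.028), with the median of log2 values (−0.028) and without *Taf4b+/-* replicate 4 (−0.00098), and not under the others. Restricting the measure to protein-coding genes, chosen after seeing the values, brought both within the SD and to the paper's sign, at 0.085 for *Taf4b+/+* and −0.018 for *Taf4b-/-*.

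The paper counts *Mdc1* among its DEGs, and here its log2 fold change was 0.10 with an edgeR adjusted p of 0.609 and no setting made it one. It lists *Spdya* (0.53, edgeR adjusted p = 0.00719) as higher, and here it was a DEG with the number of sorted cells as a covariate and with no threshold on the fold change. It lists *Mus81* (−0.599, edgeR adjusted p = 0.0475) as lower, and here it was a DEG in 12 of 35 settings, namely the replicate block, total counts, 1 surrogate variable, centring, no threshold, the corrections for length and, chosen after seeing the data, for GC content, and 5 of the fits that left out 1 library. *H4c8* is given as higher, and here it passed only with DESeq2's Wald test (log2 fold change 1.11, DESeq2 adjusted p = 0.0432).

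Of the other genes shown in Fig. 7, *Tdrd9* (−0.46), *Rpl10l* (−0.52) and *Mastl* (0.55) were DEGs only with no threshold on the fold change. *Dicer1* (−0.55) was also one in 2 fits that left out 1 library, and *Orc4* (0.56) also with upper-quartile scaling. *Gm773* (0.58) was one in 6 settings, with upper-quartile scaling, total counts, the number of sorted cells, no threshold and 2 fits that left out 1 library. *Igf1r* (−0.58) was one in 12 and *Rbm46* (−0.59) in 14, with centring, no threshold, the corrections for length and, chosen after seeing the data, GC content, and 8 and 9 fits that left out 1 library, and for *Rbm46* also with the number of sorted cells.

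The Discussion of the paper gives *Meioc* as lower in TAF4b-deficient oocytes, while its Results give the gene as higher. The log2 fold change here was 0.84. The paper places *Uchl1* and *Sohlh1* among the most significant genes of Fig. 6B, and *Map3k9* with them. Here *Uchl1* ranked 18, *Sohlh1* 19 and *Map3k9* 24 of all DEGs by p.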

Other observations

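The tests of the X chromosome against background reads were the only tests in this part chosen after the result was seen.

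The number of DEGs was compared with that of other splits of the libraries, some of which keep most of the *Taf4b-/-* libraries together and so keep part of the genotype difference. Of 100 splits of the 15 libraries into 5 and 10, 1 (the real one) gave as many DEGs, 97 of the others gave none, and the highest of them, 795, came from a split with 4 of the 5 *Taf4b-/-* libraries in its group of 5. For *Taf4b-/-* against *Taf4b+/+* and for *Taf4b-/-* against *Taf4b+/-*, the real split was again the only 1 of 100, with at most 657 and 392 DEGs in the others, in splits that kept 4 of 5 libraries of a genotype together. For *Taf4b+/-* against *Taf4b+/+*, 38 of 100 splits gave as many genes with an unadjusted p below 0.05, so the number of such genes was no larger than regrouping gives. This says nothing of single genes, and *Taf4b* itself stood at 151 ± 24.6 CPM in *Taf4b+/-* and 215 ± 28.3 CPM in *Taf4b+/+* (SD, n = 5 each; log2 fold change −0.51, edgeR adjusted p = 0.999). The median of the oocyte differentiation genes was reached by 1 of 100 splits, and the median of the prophase I genes by 2 of 100, the other being the split with 4 of the 5 *Taf4b-/-* libraries, at 0.25. The number of Fig. 7 DEGs was also reached by 1 of 100, which decides nothing, because the authors chose these genes as DEGs of the real split. The prophase I and oocyte differentiation lists hold many genes reported as changed in the same split, so their results rest in part on that choice.

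Several technical sources of the difference between *Taf4b-/-* and controls were tested. Sequence of the mutant strain around *Taf4b* on chromosome 18 could carry differences, and 12 of 63 genes within 10 Mb were DEGs (7 lower, 5 higher), against 12.2% of genes elsewhere (Fisher's exact test, p = 0.119), which makes up 0.738% of all DEGs. Once a trend with gene length was removed, 95.9% of the DEGs stayed DEGs. Library totals did not differ between the arms (two-sided exact permutation test, p = 0.975), nor did the numbers of sorted cells in Fig. S4 (exact permutation p = 0.128), and with the latter as a covariate there were 1490 DEGs. With the counts on olfactory receptor genes, taken here as genes that oocytes do not express, as a covariate there were 1851, of which 1514 were shared with the 1626. None of these accounts for the difference as a whole.

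More genes were lower than higher, and the size of this surplus varied with the scaling. Under upper-quartile scaling 53.8% of the DEGs were lower, the lowest of 4 other scalings and close to even. DESeq2's size factors (59.6%) and total counts (60.3%) stayed near the 60.8% of TMM, and centring raised the share to 65.3%. The scaling between libraries may account for part of the surplus, but these shares do not settle how much, and total RNA per oocyte was not measured.

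More reads from somatic cells in *Taf4b-/-* libraries could dilute germ cell transcripts. The median log2 fold change of 15 pregranulosa markers was −0.31, and their sum was 18.1 ± 2.92 CPM in *Taf4b-/-* against 23.0 ± 8.35 CPM in the controls (two-sided exact permutation test, p = 0.264), with *Amhr2* the most abundant in the controls at 3.51 CPM. Of the other marker lists, 9 stroma genes had a median of −0.47 (sum 50.3 ± 10.6 against 89.6 ± 11.1 CPM, exact permutation p = 0.000333, of which *Dlk1* 16.7 against 55.9 CPM), 6 of 8 erythroid genes that could be tested −1.60 (12.4 against 45.6 CPM, exact permutation p = 0.0776) and 10 immune or endothelial genes 0.33 (71.7 against 68.7 CPM, exact permutation p = 0.662, with *Pecam1* at 30.2 against 39.1 CPM). The lists moved apart, and the fall of the oocyte differentiation genes would need 65.0% of other RNA in the *Taf4b-/-* libraries. Dilution does not explain it. The 10 germ cell markers of Fig. 1 had a median of −0.43, with 4 lower and 2 higher at an edgeR adjusted p below 0.05, and some are also in the lists above.

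Within genotypes, the libraries differed along 1 axis, the first component of the deviations from the genotype means, which held 31.4% of that variance against 12.8% for the second. Over the 15 libraries, its score rose with the number of genes detected (Pearson's r = 0.88, permutation p = 3e-05; Spearman's rho = 0.95, permutation p = 1e-05, the smallest that 100000 permutations can give). It rose with the counts on olfactory receptor genes (r = 0.83, permutation p = 7e-05, adjusted 0.00014 over 4 relations; rho = 0.90, permutation p = 3e-05). It fell with the library total (r = −0.71, permutation p = 0.00289, adjusted 0.00385; rho = −0.63, permutation p = 0.0129, adjusted 0.0173). No relation with the number of sorted cells was seen (r = −0.089, permutation p = 0.749; rho = −0.057, permutation p = 0.842). Without the 2 most distant libraries, r was 0.79, 0.82, −0.53 and 0.36 in the same order. Background reads on genes that oocytes do not express, and library size with it, are candidate sources of this axis, which may be genomic DNA or spurious priming. The axis is built from deviations from the genotype means, so it cannot follow genotype. The olfactory counts were 672 ± 379 CPM in *Taf4b-/-* and 460 ± 154 CPM in the controls (two-sided exact permutation test, p = 0.140). This neither shows nor excludes a difference in background between the arms. No biological explanation of the axis was tested.

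The lower X chromosome expression in *Taf4b-/-* could come from the same background if it fell along this axis within genotypes too. Over the 10 control libraries r was −0.38 (permutation p = 0.274) and rho was −0.33 (permutation p = 0.349), and r was 0.026 without the 2 most distant libraries. This lies in the direction that background would give. The *Taf4b-/-* libraries ran the other way, as replicate 5, with the lowest relative X expression (−0.093), had the lowest olfactory counts of its genotype (261 CPM), and replicate 1, with the highest (0.082), had the highest (1265 CPM). Over the deviations of all 15 libraries from their genotype means r was 0.30 (permutation p = 0.274) and rho was 0.20 (permutation p = 0.474), and r was 0.082 without the 2 most distant libraries. Adjusted over these 2 relations, the p-values of r were 0.274 and those of rho 0.474. Neither relation is past its threshold, and they differ in sign, which is no evidence for background as the source and does not exclude it. For the X chromosome difference, genotype and background reads cannot be told apart here.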
